# Distinct transcriptional roles for Histone H3-K56 acetylation during the cell cycle in Yeast

**DOI:** 10.1038/s41467-019-12400-5

**Published:** 2019-09-26

**Authors:** Salih Topal, Pauline Vasseur, Marta Radman-Livaja, Craig L. Peterson

**Keywords:** Cell division, Gene expression, Histone post-translational modifications, DNA replication, Transcription

## Abstract

Dynamic disruption and reassembly of promoter-proximal nucleosomes is a conserved hallmark of transcriptionally active chromatin. Histone H3-K56 acetylation (H3K56Ac) enhances these turnover events and promotes nucleosome assembly during S phase. Here we sequence nascent transcripts to investigate the impact of H3K56Ac on transcription throughout the yeast cell cycle. We find that H3K56Ac is a genome-wide activator of transcription. While H3K56Ac has a major impact on transcription initiation, it also appears to promote elongation and/or termination. In contrast, H3K56Ac represses promiscuous transcription that occurs immediately following replication fork passage, in this case by promoting efficient nucleosome assembly. We also detect a stepwise increase in transcription as cells transit S phase and enter G2, but this response to increased gene dosage does not require H3K56Ac. Thus, a single histone mark can exert both positive and negative impacts on transcription that are coupled to different cell cycle events.

## Abstract (web summary)

H3K56Ac promotes nucleosome turnover at promoter-proximal locations and assembly of new nucleosomes during S phase. Here the authors find that H3K56Ac is both a genome-wide activator of transcription in yeast while also repressing promiscuous transcription that occurs after replication fork passage.

## Introduction

Early biochemical studies identified nucleosomes, the building blocks of chromatin, as physical barriers at different stages of transcription^1^. Nucleosomes are arranged in a regularly spaced manner, and nucleosome positioning is influenced by DNA sequence and regulated by chromatin remodeling enzymes^2^. While nucleosomes can be found at both genic and nongenic regions, promoters and termination regions are largely encompassed by nucleosome depleted regions (NDRs)^3^. NDRs are flanked by highly positioned nucleosomes (+1 and −1), where the +1 nucleosome either contains the transcription start site (TSS) or is located immediately upstream^2^. Interestingly these promoter-proximal nucleosomes are highly dynamic, showing rapid disassembly and reassembly through replication-independent nucleosome turnover^4^. One of the main features of these dynamic nucleosomes is the acetylation of lysine 56 on histone H3, and this modification has been shown to enhance the turnover of promoter-proximal nucleosomes, yielding a positive-feedback loop^5,6^. Due to its enrichment at promoters, several studies have shown a role of this modification in transcriptional activation of a select group of genes^7–9^. In addition, Weiner and his colleagues showed that H3K56Ac levels correlate with transcriptional activity^10^. In accordance with this role in yeast, H3K56Ac has also been shown to associate with the core transcriptional network in mammals, and has been suggested to promote pluripotency^7,8^.

The acetylation of H3K56 is catalyzed by the histone acetyltransferase (HAT) Rtt109 in budding yeast^11^, and unlike many other HATs, Rtt109 can only use free histones as a substrate for H3K56 acetylation^12^. Consequently, newly assembled nucleosomes are enriched for H3K56Ac, including nucleosomes behind replication forks, DNA repair foci, and promoter-proximal nucleosomes undergoing replication-independent nucleosome turnover^6,13,14^. Rtt109 does not share sequence homology with other known HATs, but the crystal structure of Rtt109 shows resemblance to the mammalian HATs, p300 and CBP^15^, which catalyze H3K56Ac in mammals^16^. Two histone chaperones, Vps75 and Asf1, are required for Rtt109 acetylation activity in vitro, influencing its substrate specificity^12,17^. When associated with Asf1, the Rtt109-Asf1 complex preferentially acetylates H3K56, whereas the Vps75–Rtt109 complex prefers to acetylate H3K9^12,18,19^. Consistent with these in vitro studies, an *asf1∆* causes larger reductions in H3K56Ac levels compared to H3K9Ac or H3K23Ac in vivo^18,19^. Several previous studies of steady state RNA levels failed to observe significant changes in transcription due to inactivation of Rtt109. We uncovered genetic interactions between Rtt109 and the nuclear exosome, suggesting that post-transcriptional events may mask the transcriptional impact of H3K56Ac loss^20^.

In yeast, H3K56Ac is also incorporated during replication-coupled nucleosome assembly^13^. During replication, nucleosomes are disassembled ahead of the fork and these parental nucleosomes are segregated to the two daughter strands. Newly synthesized histones, marked with H3K56Ac, are then deposited to “fill in the gaps”^21^. H3K56Ac facilitates nucleosome deposition, as this mark enhances the binding of histone H3 to the key histone chaperones, chromatin assembly factor 1 (Caf1) and Rtt106, as well as promoting the subsequent binding of Caf1 to PCNA^13,22^. In the absence of H3K56Ac, nucleosome assembly is delayed, and this leads to increased genome instability^13^. For instance, an *rtt109∆* mutant or strains harboring a H3K56R substitution derivative show increased DNA damage and sensitivity to genotoxic agents and replication stress^11^. Notably, persistent, genome-wide H3K56Ac also leads to genomic instability, and consequently the high, S phase levels of H3K56Ac are erased in G2/M by the Sirtuin family deacetylases, Hst3 and Hst4 (Sirt6 in mammals), whose expression peak in late S/G2 phase^23,24^.

During S phase, replication doubles the gene dosage, but several studies have found that transcription does not immediately increase following gene duplication^25,26^. Indeed, early studies in both fission and budding yeast found that the mRNA synthesis rate following replication remained similar to that of G1 cells, until late S or G2 phase where a step-wise increase in mRNA synthesis eliminated this buffering phenomenon^27–29^. A similar phenomenon has also been observed in mammalian cells, and in this case the buffering is due to cell cycle dependent changes in the frequency of transcriptional bursting^30^. The buffering of transcription in response to gene dosage is thought to be a mechanism to couple the concentration of gene expression products to both DNA content and cell size. Interestingly, recent studies have implicated H3K56Ac in the buffering of mRNA synthesis for early replicating loci in yeast, though how this histone mark exerts such a repressive role is not clear^31^.

Here, we utilize native elongating transcript sequencing (NET-seq)^32^ and transient-transcriptome sequencing (TT-seq)^33^ to dissect the role of H3K56Ac in transcription during G1, S, and G2 phases of the cell cycle. Using these methodologies, we find that H3K56Ac globally activates gene transcription throughout the yeast cell cycle, and find that it regulates the distribution of RNA Pol II throughout gene bodies, suggesting that enhanced, replication-independent nucleosome turnover stimulates transcription. In contrast, during S-phase, H3K56Ac inhibits transcription of both coding and noncoding RNAs immediately following replication fork passage, an activity that correlates with its role in promoting efficient nucleosome assembly. Indeed, we observe a similar repressive function during S phase for components of the primary nucleosome assembly machinery, Cac1 and Rtt106. Furthermore, we find that global transcription increases ~2× in G2 phase in the presence or absence of H3K56Ac, indicating that this histone mark is not essential for buffering of gene dosage during S phase.

## Results

### H3K56Ac has only a minor impact on steady-state RNA levels

Previously, we found that inactivation of Rtt109 had little impact on steady state RNA levels, as assayed by high-density DNA tiling arrays^20^. As an alternative strategy, we isolated total RNA from asynchronous cultures of isogenic wild type (WT) and *rtt109∆* strains, and RNA levels were analyzed by RNA-seq. Importantly, *Schizosaccharomyces pombe* cells were “spiked-in” during cell harvest to provide an internal normalization control for sequencing libraries. Consistent with previous tiling array analyses, inactivation of Rtt109 led to only minor changes in the yeast transcriptome (Supplementary Fig. 1). Using DeSeq analysis, the likelihood ratio test showed only 178 upregulated genes (≥1.5 FC, false-discovery rate (FDR) ≤ 0.05) and 148 downregulated genes (≥1.5 FC, FDR ≤ 0.05) in the *rtt109Δ* compared to WT (Supplementary Fig. 1A). GO-term analysis for downregulated or upregulated genes implicates genes in metabolic pathways (Supplementary Fig. 1C, D). Interestingly, the *HTA1*/*HTA2* (encoding histone H2A) and *HTB1*/*HTB2* (encoding histone H2B) gene pairs are upregulated 1.5- to 1.8-fold, while levels for *HHT1*/*HHT2* (encoding Histone H3) and *HHF1*/*HHF2* (encoding Histone H4) were not significantly changed. Together, these results show that loss of H3K56Ac has only a minor impact on the steady state RNA transcriptome.

### H3K56Ac globally activates nascent transcription

To investigate the possibility that post-transcriptional events might mask a more global impact of H3K56Ac on transcription, nascent elongating transcript sequencing (Net-seq) was employed to more directly assess transcription in both WT and *rtt109Δ* strains. Similar to RNA-seq analyses, *S. pombe* cells were added during cell harvest as an external spike-in for library normalization (Fig. 1a). In contrast to the results from RNA-seq analyses, Net-seq revealed a global decrease in nascent RNA transcripts for gene coding sequences after Rtt109 inactivation (2744 genes downregulated ≥ 1.5 FC, FDR ≤ 0.05; Fig. 1b). Strikingly, decreases in nascent transcript levels were more dramatic when RNA was analyzed from cells arrested in the G1 phase of the cell cycle as compared to asynchronous cells (Fig. 1b, c). In this case, 3299 genes decreased by >1.5-fold (FDR ≤ 0.05) (see also Supplementary Fig. 2A). Notably, Rtt109-dependent acetylation of H3-K56 is largely restricted to promoter-proximal nucleosomes in G1 cells^5,6^, suggesting that replication-independent nucleosome turnover is responsible for a global, positive role in transcription.

**Fig. 1:**
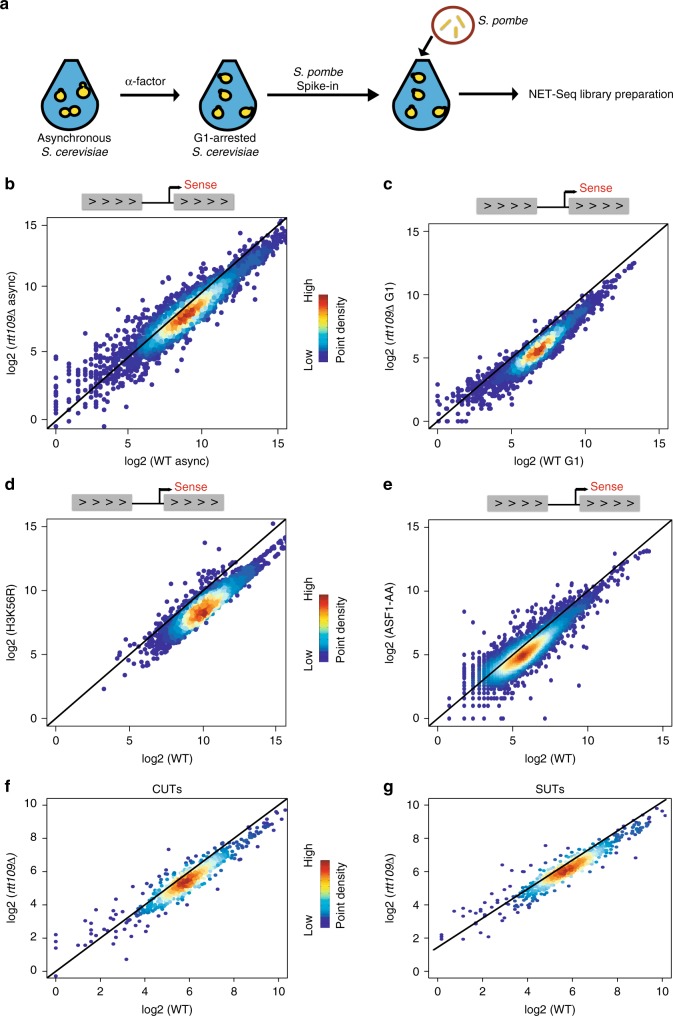
H3-K56Ac globally activates transcription (**a**). Experimental design for NET-Seq. Unless indicated, cells were arrested in G1 by alpha factor (αFT) for 1.5 h. Following the addition of control, *S. pombe* cells, nascent RNAs associated with RNAPII were isolated and sequenced. **b**–**e** NET-seq scatterplots showing log_2_ mean intensity values for an average of two biological replicates (*n* = 2) for all coding nascent transcripts (*N* = 5302) between wild-type and mutant cells. **b** asynchronous WT and *rtt109Δ* cells; **c** G1-arrested wild-type and *rtt109Δ* cells; **d** G1-arrested WT and H3K56R cells; **e** conditional depletion of Asf1 for 1 h in G1-arrested cells (Asf1-AA), compared to WT; **f** nascent transcript levels for Cryptic Unstable RNAs (CUTs) between G1-arrested wild type and *rtt109∆* cells; **g** nascent transcript levels for Stable Unannotated RNAs (SUTs) between G1-arrested wild-type and *rtt109∆* cells

Rtt109 acetylates H3-K9, H3-K14, and H3-K23 in addition to H3-K56^19^. To ensure that the global decreases in nascent transcription are due solely to the loss of H3K56Ac, Net-seq analyses were performed in G1-arrested cells harboring a H3K56R substitution derivative that mimics unacetylated H3-K56. In this case as well, a global decrease in nascent transcript levels was observed (Fig. 1d). One additional possibility is that long-term growth in the absence of H3K56Ac may lead to persistent changes in nucleosome assembly/positioning due to roles for H3K56Ac during S phase, and that these changes are responsible for the decreases in nascent transcription. To test this possibility, we used the anchor-way system to conditionally deplete the Asf1 subunit of the Rtt109 HAT complex from the nucleus in G1-arrested cells^34^. Strikingly, rapid depletion of Asf1 from G1-arrested cells (Asf1-AA) also showed global decreases in nascent transcript levels (Fig. 1e). Furthermore, the *rtt109Δ*, H3K56R, Asf1-AA strains all showed comparable numbers of genes with downregulated levels of nascent transcripts, with over 2000 genes decreased at least 1.5-fold in all mutants compared to WT (Supplementary Fig. 2C).

We also investigated nascent transcript levels of two groups of noncoding transcripts—cryptic unstable transcripts (CUTs) and stable unannotated transcripts (SUTs). Both CUTs and SUTs are short-RNA products transcribed by RNA Pol II, polyadenylated, and terminated by a pathway involving Nrd1–Nab3 and the TRAMP complex^35,36^. CUTs are rapidly degraded by the RNA exosome, and thus they are not detectable by conventional methodologies such as RNA-seq^37^, while SUTs are more stable transcripts. Similar to coding transcription, we observed a global decrease in nascent transcription levels of both CUTs and SUTs in the absence of Rtt109 in G1-arrested cells (Fig. 1f, g; see also Supplementary Fig. 2B). Together, these results show that H3K56Ac is a global activator of transcription.

### H3K56Ac regulates RNAPII distribution within the gene body

Analysis of genome browser views for several representative genes showed an overall decrease in nascent transcription throughout the coding regions, though it appeared that there may be greater decreases at the 5′ ends (Supplementary Fig. 2A). To investigate this further, we sorted all genes based on the size of their coding regions and plotted their nascent transcript (RNAPII) distribution (Fig. 2a). While, the heatmap plot confirmed a global decrease in RNAPII levels, there was a larger decrease proximal to the TSS (Fig. 2a). The asymmetry in nascent transcript decreases was also apparent when we calculated the ratio of reads surrounding the TSS to reads surrounding the transcription termination site (TTS; Fig. 2b). In this case, the TSS/TTS ratio is decreased nearly twofold in *rtt109∆*, H3K56R, or Asf1-AA strains compared to WT. Next, we performed metagene analyses to analyze RNAPII distributions, normalizing RNAPII occupancy levels to the individual gene expression levels and plotted these values throughout ~5200 genes. This analysis confirms that loss of H3K56Ac leads to a change in RNAPII distribution, with a marked decrease in RNAPII distribution near the TSS (+1 nucleosome) and an increase in RNAPII levels over the gene body and near the TTS (Fig. 2c, upper panel). Similar changes in the RNAPII distribution were also observed following depletion of Asf1 or in the H3K56R strain, although the changes were less dramatic for the H3K56R strain (Fig. 2c, lower panels). This latter observation suggests that changes in RNAPII distribution along coding regions may reflect additional contributions from other histone acetylation events catalyzed by Rtt109/Asf1, such as H3K9Ac, H3K23Ac, or H3K27Ac.

**Fig. 2:**
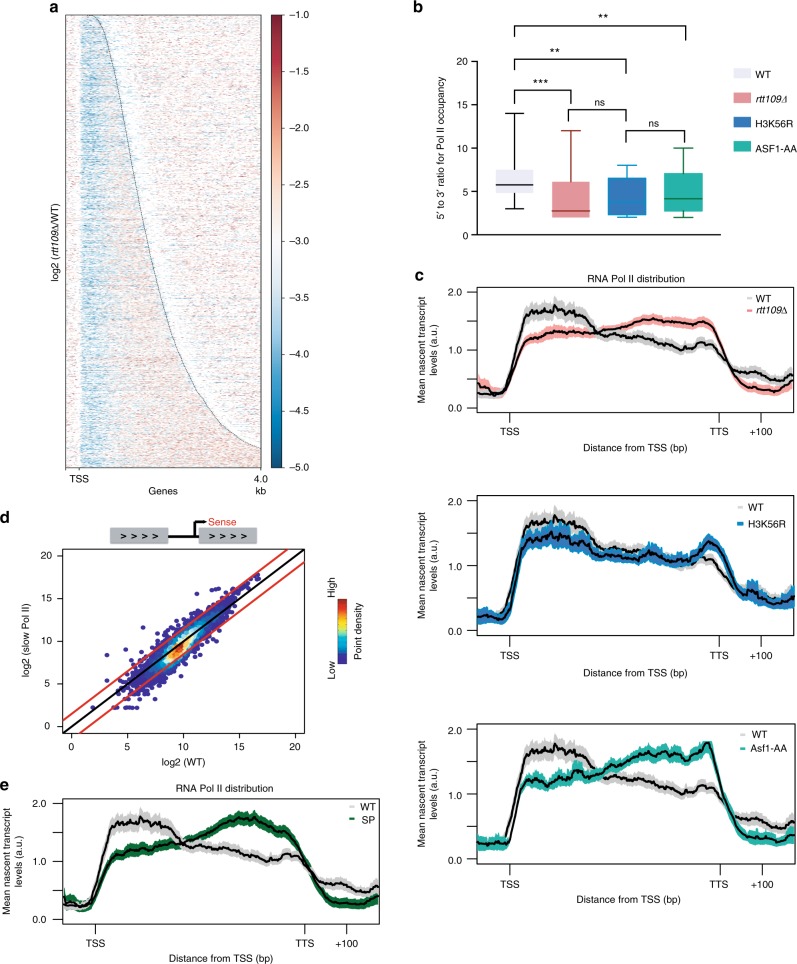
H3-K56Ac regulates RNA Pol II distribution within the gene body. **a** Heatmap showing log_2_ fold change of nascent transcript levels between wild type and *rtt109∆* for a region beginning with the TSS and extending 4 kb downstream, ordered by gene length. **b** Boxplot showing 5′ to 3′ ratio for RNA Pol II occupancy for wild-type (gray), *rtt109∆* (red), H3K56R (blue), and Asf1-AA (green). Reads from the TSS to 300 bp downstream were summed and divided by the sum of the reads from the TTS to 300 bp upstream. The lateral lines in the boxes represent the median, and separate upper and lower quartiles. The vertical lines represent the highest and lowest data points. Significance and *p* values were calculated using Mann–Whitney *U* test. Error bars represent standard deviation. ns is not significant. **c** Metagene plots showing RNA Pol II distributions for wild type (gray) and *rtt109∆* (red, upper panel), H3K56R (blue, middle panel), or Asf1-AA (teal, lower panel) throughout the gene body from TSS to TTS (including 100 bp upstream of TSS and 200 bp downstream of TTS) fitted into a 500 bp window. The mean nascent transcript levels are normalized according to both spike-in numbers and each gene’s individual expression level. Shaded area represents the 95% confidence interval. **d** Scatterplot showing nascent transcript levels for all coding regions between wild type and *rpb1-N488D* (slow Pol II). **e** Metagene plot showing RNA Pol II distribution throughout the gene body, as in (**c**). AU arbitrary unit

The altered distribution of RNAPII towards the 3′ end of the gene body suggested that loss of H3K56Ac leads to defects in transcriptional elongation or termination. To investigate this further, we tested whether the change in RNAPII distribution was similar to that due to an altered RNAPII that has a slow elongation rate. The *rpb1-N488D* allele alters a residue that affects the polymerase catalytic center, and it slows RNAPII elongation rates in vitro and leads to defects in transcriptional elongation and termination in vivo^38,39^. Net-seq analysis of RNA isolated from an asynchronous culture of the *rpb1-N488D* strain did not show a global decrease in nascent transcript levels, with only 477 genes showing a significant change (320 downregulated genes, 157 upregulated genes ≥ 1.5 FC, FDR ≤ 0.05)(Fig. 2d). Interestingly, normalized metagene analysis for the slow RNA Pol II distribution showed a profile nearly identical to what was observed in the absence of H3K56Ac—RNAPII was decreased near the TSS, and higher RNAPII occupancy was observed over the gene body and near the TTS (Fig. 2e). Together, these results suggest that H3K56Ac promotes more efficient transcription initiation as well as transcription elongation and/or termination.

### H3K56Ac promotes transcription initiation

Net-seq analysis monitors the level and distribution of RNAPII, but it does not directly report on the number of active RNAPII molecules. In contrast, transient transcriptome sequencing (TT-seq) monitors RNA segments synthesized during a short, 10′ pulse of 4-thio-uracil^33^. In yeast, TT-seq primarily monitors the frequency of transcription initiation events due to the relatively short length of coding regions^40^. Both WT and *rtt109∆* cells were labeled with 2.5 mM 4-thiouridine (4tU) for 10 min, and 4tU-labeled RNAs were isolated and sequenced (Fig. 3a). The results are remarkably similar to Net-seq analyses, as inactivation of Rtt109 caused a global decrease in gene coding transcription, as well as cryptic, antisense transcription (Fig. 3b–d). Omission of the sonication step of the TT-seq protocol (yielding 4sU-seq libraries) yielded similar results (Fig. 3d and Supplementary Fig. 3). These findings confirm that H3K56Ac has a global, positive impact on RNAPII-dependent transcription.

**Fig. 3:**
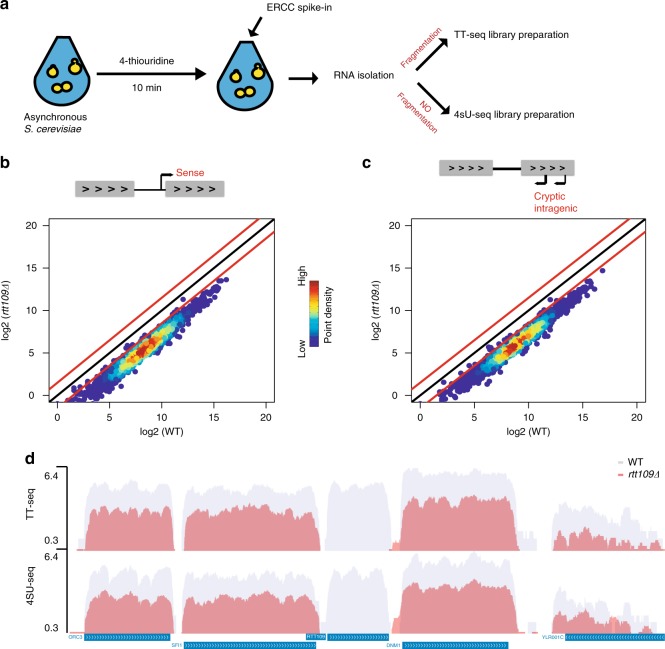
H3-K56Ac promotes transcription initiation. **a** Experimental design for TT-Seq and 4sU-Seq. Asynchronous WT and *rtt109∆* cells were labeled with 2.5 mM 4tU for 10 min. Following fragmentation (TT-Seq libraries) or no fragmentation (4sU-Seq libraries), 4sU-labeled RNAs were isolated and sequenced. **b** Scatterplots showing coding nascent transcript levels, and **c** cryptic intragenic transcript levels between wild type and *rtt109∆* by TT-Seq. All reads are normalized according to ERCC spike-in numbers. **d** Selected genome browser view comparing wild-type (gray) and *rtt109∆* (red) for TT-Seq and 4sU-Seq libraries. Note the expected lack of transcripts from the *RTT109* locus from the *rtt109Δ* strain

### H3K56Ac represses transcription during S phase

A recent study implicated Rtt109 and H3K56Ac as global, negative regulators of transcription during S phase, and these investigators proposed that H3K56Ac-mediated repression functions to buffer gene-dosage imbalance following passage of the replication fork^31^. Given that we do not observe such a repressive function for H3K56Ac in G1 or asynchronous cells, we used Net-seq analysis to investigate the transcriptional impact of H3K56Ac as cells progress from G1, through S phase, and into G2. The ASF1-AA strain was arrested in G1 phase by treatment with alpha factor (αFT), and then cells were treated for 1 h with DMSO or with rapamycin to deplete the Asf1 subunit of the Rtt109 HAT complex from the nucleus. Cells were then released into a synchronous cell cycle by washing into media lacking αFT and containing or lacking rapamycin. Samples were collected for Net-seq analysis at time zero (G1), 30′ postrelease (early S phase), 60′ postrelease (late S phase), or 90′ postrelease (G2) (Fig. 4a). Cell cycle positions were determined by observing cell morphology, FACS analysis, and monitoring cell cycle regulated transcripts for both WT and Asf1-AA strains (Supplementary Fig. 4).

**Fig. 4:**
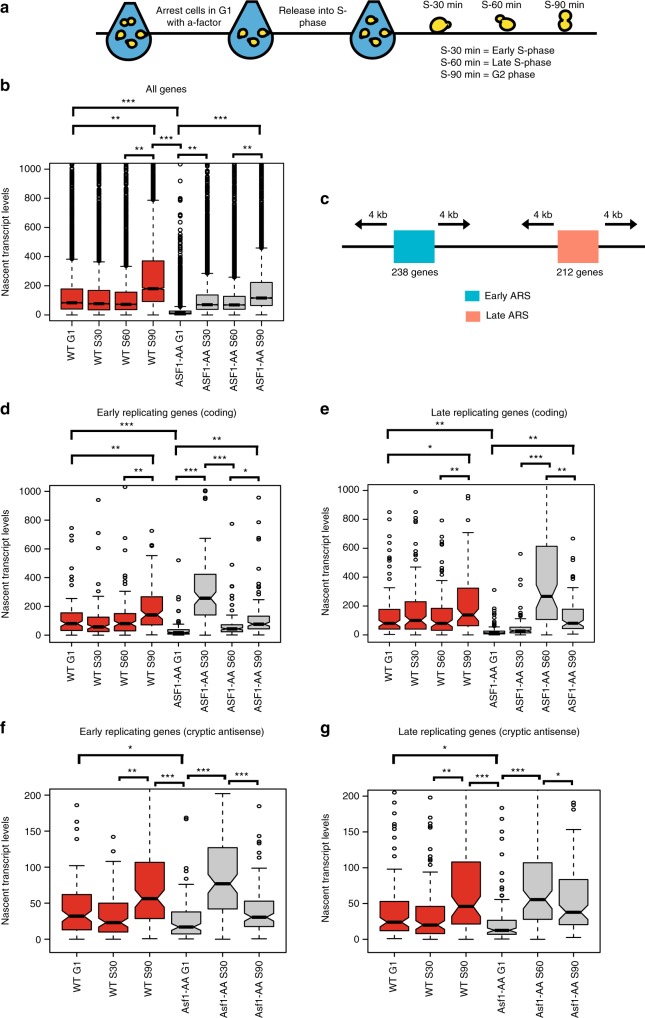
Asf1 prevents promiscuous transcription during S phase. **a** Experimental design for S-phase studies. Cells were arrested in G1 by alpha factor (αFT) for 1.5 h and the histone chaperone Asf1 was depleted from the nucleus by a 1 h rapamycin treatment. Following arrest and depletion, cells were released into S-phase and time points were collected at time zero (G1), 30 min postrelease (early S-phase), 60 min postrelease (late S-phase) and 90 min postrelease (G2). **b** Boxplot showing nascent transcript levels at different time points (G1, S30, S60, and S90) between wild type (red) and Asf1-AA (gray). Significance and p-values were calculated by using Mann–Whitney *U* test. Error bars represent standard deviation. **c** Schematic showing selection of early or late-replicating genes based on previously identified early or late-replicating origins^41^. 4 kb upstream and downstream of replication origins were screened, and 238 early replicating and 212 late-replicating genes were selected for analyses. **d**–**g** Boxplots showing nascent transcript levels at different time points (G1, S30, S60, and S90) between wild type (red) and Asf1-AA (gray) for early replicating genes (**d**) or late-replicating genes (**e**) for coding regions; Boxplots showing nascent transcript levels at different time points (G1, S30, and S90) between wild type (red) and Asf1-AA (gray) for cryptic antisense transcription at the vicinity of early replicating genes (**f**) or late-replicating genes (**g**). The lateral lines in the boxes represent the median, and separate upper and lower quartiles. The vertical lines represent the highest and lowest data points. Significance and *p* values were calculated by using Mann–Whitney *U* test. Error bars represent standard deviation

We initially analyzed nascent transcripts for all coding genes, comparing levels in WT to those in cells depleted for Asf1 (Asf1-AA). First, we tested whether we could detect buffering of gene dosage as WT cells progressed through S phase. Consistent with buffering, WT gene expression levels in early and late S phase remained nearly identical to that of G1 cells, even though most genes had duplicated by the 60′ timepoint (Fig. 4b; Supplementary Figs. 4 and 5A–F). Interestingly, the distribution of RNAPII along coding regions was unaltered as cells transited S phase (Supplementary Fig. 5G). As cells entered G2 phase (90′ time point), the gene-expression profile showed a stepwise doubling (2.1-fold increase), compared to G1 cells, indicating a loss of dosage buffering as cells enter G2 (Fig. 4b).

As expected (see Fig. 1e), depletion of Asf1 in G1 cells led to a global decrease in nascent RNAs compared to WT cells (3085 downregulated genes ≥ 1.5 FC, FDR ≤ 0.05) (Fig. 4b), but surprisingly, the depletion of Asf1 in either early or late S phase (30′ or 60′ timepoint) did not have a significant influence on global, nascent RNA levels compared to WT (1.2-fold decrease) (Fig. 4b). However, as cells entered G2 phase, nascent transcript levels were again significantly lower (1.7-fold decrease) compared to WT (90′ time point; Fig. 4b). Notably, as cells progressed from S to G2, transcripts increased 1.5-fold in the absence of Asf1, indicating that Asf1 may not be essential for gene-dosage buffering during S phase (Fig. 4b, Supplementary Figs. 5 and 6).

To further investigate the impact of H3K56Ac on S phase transcription, we evaluated the impact of Asf1 depletion on transcription of genes during replication fork passage. To this end, we identified 450 genes located 4 kb upstream or downstream of previously annotated yeast replication origins (ARSs), and then we categorized them as early- or late-replicating genes based on the known timing of ARSs^41^ (Fig. 4c). In WT cells, nascent transcript levels for these genes mirrored the analysis of all genes (1.7-fold increase, comparing the G1 and G2 time points). Surprisingly, depletion of Asf1 led to a dramatic increase (8-fold increase) in nascent transcript levels for early replicating genes in early S-phase (30′ timepoint), but expression was restored to a lower, G1 level by late S phase (60′ timepoint; Fig. 4d). Importantly, this lower level of expression in late S phase reflects productive buffering of early replicating genes, as expression of early replicating genes increased 1.7-fold as cells entered G2 at the 90′ time point. Likewise, late-replicating genes showed a large increase (10.5-fold increase) in nascent RNAs only during late S phase (60′ time point), and these levels were decreased in G2 (90′ time point; Fig. 4e). These large increases in transcription due to Asf1 depletion were not limited to gene coding transcription, but cryptic antisense transcription showed nearly identical expression patterns (Fig. 4f, g). Similar results were also observed in synchronized *rtt109Δ* cells (Supplementary Fig. 5H, I). These results suggest that H3K56Ac transiently functions as a transcriptional repressor during the replication program.

### H3K56Ac promotes nucleosome assembly during S phase

Previous studies have demonstrated that Asf1 and H3K56Ac stimulate nucleosome assembly in vitro and promote timely nucleosome deposition in vivo^13,42^. Thus, one possibility is that Asf1 depletion leads to partially assembled chromatin structures that create a permissive environment for transcription, and that slow maturation of chromatin eventually restores a normal transcription level. One prediction of this model is that disruption of the Cac1/Rtt106 nucleosome assembly machinery, which does not affect H3K56Ac levels^13^, should also lead to promiscuous transcription during S phase. Isogenic WT and *cac1Δ rtt106Δ* double mutants were arrested in G1, released into a synchronous S phase, and time points were harvested for Net-seq analyses. Remarkably, nascent transcription in the *cac1Δ rtt106Δ* double mutant closely mirrored the patterns observed after Asf1 depletion (Fig. 5a, b). For instance, transcription of early replicating genes was dramatically increased (25-fold increase) in the *cac1Δ rtt106Δ* double mutant during early S phase (30′ time point), and levels decreased back to WT levels by G2 phase (90′ time point). Likewise, transcription of late-replicating genes was increased (13-fold increase) during late S phase and into G2 (60′ time point). Collectively, these data suggest that disruption of nucleosome assembly behind the replication fork creates a promiscuous environment for transcription.

**Fig. 5:**
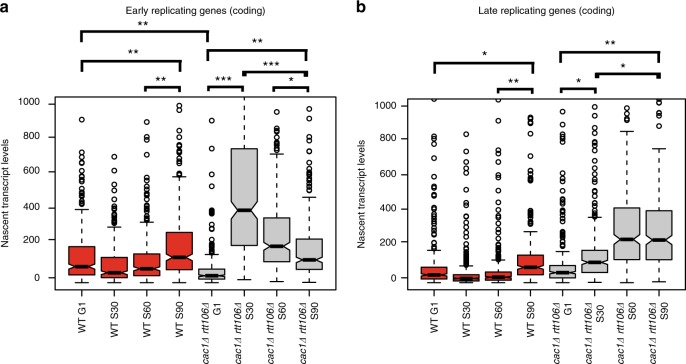
Delayed nucleosome assembly affects transcription during S phase. **a**, **b** Boxplots showing nascent transcript levels at different time points (G1, S30, S60, and S90) between wild type (red) and *cac1∆ rtt106∆* (gray) for early replicating genes (**a**) or late-replicating genes (**b**) for coding regions. The lateral lines in the boxes represent the median, and separate upper and lower quartiles. The vertical lines represent the highest and lowest data points. Significance and *p* values were calculated by using Mann–Whitney *U* test. Error bars represent standard deviation

Previous studies found that H3K56Ac had a weak impact on replication-coupled nucleosome assembly in vivo, though these studies only monitored bulk nucleosome assembly on the lagging strand^42^. 

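For the *rtt109Δ* strain, the deposited data hold 12 nascent libraries from NChAP, a method that isolates newly replicated DNA through biotin coupled to EdU, and 1 bulk library. In both replicates cells received EdU for 5 min and thymidine for 5 min. Replicate 1 was sampled at 0, 2, 4, 6, 8 and 15 min after this incubation, and replicate 2 at 2, 4, 6, 8, 15 and 25 min. The authors deposited the signal of each library for 6326 genes in bins of 20 bp aligned to the TSS, on each strand, as read coverage relative to the mean of the library. Within each strand of a library every value was a whole multiple of 1 step. The inverse of that step gives the mean number of reads per bin on that strand. On both strands together this depth was 2.57, 20.4, 4.94, 24.6, 22.6 and 23.2 reads per bin from 0 to 15 min in replicate 1. In replicate 2 it was 62.2, 52.5, 78.1, 54.1, 49.4 and 39.2 reads per bin from 2 to 25 min, and in the bulk library it was 58.6. Genes were averaged at each bin with both strands pooled and bins listed at 0 kept as values. The bulk chromatin comes from 1 library and each time point of a replicate from 1 library, so replicate error was taken between cultures and between neighbouring time points. Libraries from 2 and 4 min (early, n = 4) were compared with those from 8 and 15 min (late, n = 4) by two-sided exact permutation tests, for which 0.0286 is the smallest possible p.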

To directly assess the impact of H3K56Ac on the efficiency and timing of promoter nucleosome assembly during S phase, we used nascent chromatin avidin pulldown (NChAP) to probe nucleosome deposition and spacing on newly replicated DNA strands^43^. WT or *rtt109Δ* cells were pulsed labeled with the nucleotide analog, 5-ethynyl-2′-deoxyuridine (EdU), followed by a thymidine chase. Chromatin was then digested with micrococcal nuclease (MNase), and the isolated DNA fragments subjected to a click reaction that adds biotin to the newly synthesized DNA that incorporated EdU. Biotinylated DNA was then purified with streptavidin-coated magnetic beads, and the purified DNA used for preparation of sequencing libraries. 

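The deleted gene was examined first in every library. The mean signal of *RTT109* (YLL002W) from 0 to 1000 bp lay between 0.0230 and 0.0675 in the 6 libraries of replicate 1 and was 0.0632 in bulk chromatin. In replicate 2 *RTT109* was listed at 0 in all 6 libraries, as were all 532 genes with values on chromosome 12, where it lies, so the deletion could not be read from that replicate. *CHD1* (YER164W), whose deletion is named in the source label of the samples, had a mean signal between 0.788 and 1.15 in all 13 libraries. In the bulk profile the +1 nucleosome peaked at 50 bp and the nucleosomes from +2 to +7 at 210, 390, 550, 710, 870 and 1030 bp downstream of the TSS.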

Nucleosome profiles from all genes were aligned to their TSS, and two replicates of nascent profiles from either the WT or *rtt109Δ* strain were compared to a midlog WT standard (Fig. 6a, left panels). As observed previously, newly replicated DNA in WT cells rapidly acquired the Mnase pattern of the midlog WT control, reflecting rapid nucleosome assembly. In contrast, deposition of nucleosomes at promoters was disrupted at newly replicated DNA in the absence of Rtt109, and the disrupted pattern was largely restored by 15′ after EdU removal (Fig. 6a, right panels). 

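In *rtt109Δ* cells the depth of the NDR, given as the lowest signal from -200 to 0 bp over the mean signal from -500 to 1000 bp, was 0.495 ± 0.0065 (SD, n = 4) in early and 0.494 ± 0.022 (SD, n = 4) in late nascent libraries. The difference of -0.00074 was smaller than the spread between libraries of a group, which mixes time points and replicates (two-sided exact permutation test, p = 1, adjusted p = 1 over 5 comparisons of the profiles). NDR depth in replicates 1 and 2 was 0.480 and 0.478 at 8 min, and 0.493 and 0.525 at 15 min. It rose between these late times in both replicates, so the test does not exclude a change over the chase. The difference moved most, to 0.0802 (exact permutation p = 0.651), when the 0 min library was counted as early and the 25 min library as late. The 25 min library of replicate 2 alone had an NDR depth of 0.918, while the bulk library had 0.493. At 0 min of replicate 1, in the shallowest library, the NDR depth was 0.514 (95% bootstrap interval over genes 0.498 to 0.528). The +1 peak height relative to the mean signal was 1.255 ± 0.009 (SD, n = 4) early and 1.234 ± 0.031 (SD, n = 4) late (exact permutation p = 0.343, adjusted p = 0.810). With 2 min as early and 15 min as late, this difference changed its sign and was 0.00343. The height in replicates 1 and 2 was 1.201 and 1.215 at 8 min, and 1.249 and 1.269 at 15 min. The root mean square distance of the nascent from the bulk profile was 0.0628 ± 0.0035 (SD, n = 4) early and 0.0587 ± 0.0104 (SD, n = 4) late (exact permutation p = 0.486, adjusted p = 0.810). With the median over genes in place of the mean, the late libraries were closer to bulk by -0.0186, at the smallest possible exact permutation p of 0.0286. Among the time points up to 15 min, the 15 min library was the closest to bulk in replicate 1, at 0.0520, and in replicate 2, at 0.0482. The 0 min library of replicate 1 was the furthest, at 0.0974 (95% bootstrap interval over genes 0.0924 to 0.104), and its +1 height of 1.170 was the lowest of the 12 nascent libraries.

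**Figure D1:**
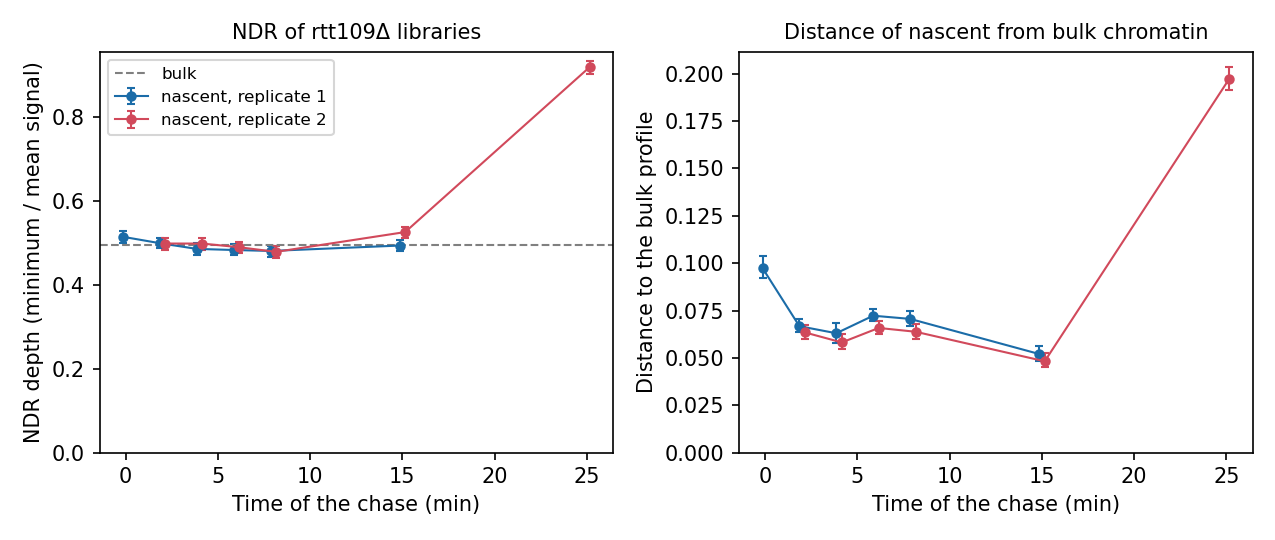
NDR depth (left, lowest over mean signal) and root mean square distance from the bulk profile (right) of each nascent *rtt109Δ* library by time of the chase in min, with 95% bootstrap intervals over genes and the bulk library as a dashed line. The NDR depth lies between 0.478 and 0.525 up to 15 min and at 0.918 in the 25 min library.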

Loss of Rtt109 led to a decrease in the peak-to-trough ratio of the MNase profile in nascent chromatin, consistent with poor nucleosome deposition (Fig. 6b, left panels). Furthermore, in the presence or absence of Rtt109, nucleosome spacing in newly replicated chromatin was expanded from 13 to 20 bp, but this slightly larger spacing persisted even in long-term, bulk samples from the *rtt109Δ* strain (Fig. 6b, right panel). Together, these data provide direct evidence that Rtt109, and thus H3K56Ac, is required for timely deposition of nucleosomes on newly replicated DNA, and furthermore, in the absence of H3K56Ac, the resulting disorganized chromatin structures are permissive for transcription.

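In nascent *rtt109Δ* chromatin the mean peak/trough ratio of nucleosomes +2 to +7 was 1.095 ± 0.014 (SD between time points, n = 6) in replicate 1 and 1.107 ± 0.008 (SD, n = 5) in replicate 2 up to 15 min. The bulk library of the same strain had a ratio of 1.160, above all 12 nascent libraries, and a difference larger than the spread between time points and between replicates. No test was made against bulk chromatin, since it is 1 library. In replicate 1 the ratio was 1.073 at 0 min, 1.082 at 2 min, 1.109 at 4 min, 1.108 at 6 min, 1.098 at 8 min and 1.100 at 15 min. In replicate 2 it was 1.094 at 2 min, 1.109 at 4 min, 1.113 at 6 min, 1.115 at 8 min, 1.104 at 15 min and 1.074 at 25 min. The early libraries averaged 1.098 ± 0.013 (SD, n = 4) and the late libraries 1.104 ± 0.008 (SD, n = 4), a difference of 0.00594 that did not exceed the spread between libraries (exact permutation p = 0.486, adjusted p = 0.810). The comparison of 2 with 15 min moved this difference most, to 0.0140. Without the 2 min library of replicate 1 the difference was 0.000455. Within replicate 1 alone it was 0.00378 and within replicate 2 alone 0.00810, so that library was not its only source. With the median over genes, the ratio of replicate 1 became 1.163 against 1.183 in bulk, because the shallow 0 min library reached a height of 0.471 above 1. Each nucleosome on its own followed the order of the mean, with nucleosome +2 at 1.155 ± 0.027 (SD, n = 12) in nascent and 1.240 in bulk chromatin, and nucleosome +7 at 1.027 ± 0.010 (SD, n = 12) and 1.063. WT libraries were not analysed here.

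**Figure D2:**
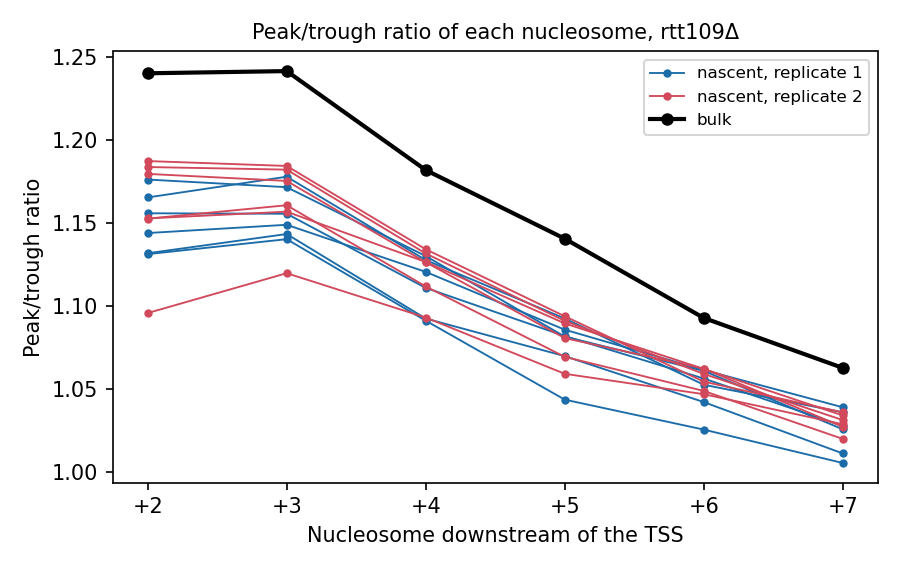
Peak/trough ratio of each nucleosome from +2 to +7 in the 12 nascent libraries (thin lines, coloured by replicate) and in the bulk library (thick line) of *rtt109Δ* cells. The bulk line lies above all 12 nascent lines, from 1.240 at +2 to 1.063 at +7.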

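In *rtt109Δ* cells the linker length, the mean of the 3 distances between the peaks of nucleosomes +1 to +4 minus the length of a nucleosome core, was 19.7 bp in bulk chromatin and 19.7 bp in each of the 11 nascent libraries up to 15 min. The 25 min library of replicate 2 had a linker of 26.3 bp. The files resolve 20 bp bins, so a shift of 1 peak by 1 bin changes the linker by 6.67 bp, and at this resolution the early and late libraries had the same value (difference 0, two-sided exact permutation p = 1). With peak positions interpolated between bins, an alternative chosen after the data were seen, the linker was 19.5 bp in replicate 1, 19.8 bp in replicate 2 and 18.0 bp in bulk chromatin, and the late libraries differed from the early ones by -1.67 bp (two-sided exact permutation p = 0.0571). Over the peaks from +1 to +7 it was 18.6 bp in replicate 1, 19.7 bp in replicate 2 and 16.3 bp in bulk chromatin.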

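Single genes were compared between early and late nascent libraries of the *rtt109Δ* strain with limma and Benjamini-Hochberg adjustment. The signal from -150 to 0 bp over the signal from 0 to 1000 bp was tested in 5665 genes on the log2(value + 0.1) scale, which understates the change of low promoters. At an adjusted p under 0.05, 4 promoters differed and all 4 were higher late. YCL041C rose by 2.67 (log2, standard error 0.24, limma adjusted p = 0.0032), *DSE1* (YER124C) by 2.50 (standard error 0.32, limma adjusted p = 0.0169) and *AVT6* (YER119C) by 2.27 (standard error 0.25, limma adjusted p = 0.0095). YBR219C, chosen after its values were seen, rose by 2.23 (limma adjusted p = 0.0169). At *AVT6* the ratio lay between 0 and 0.00379 in the 4 early libraries and between 0.196 and 0.569 in the 4 late libraries, against 0.774 in bulk chromatin. With a pseudocount of 1 in place of 0.1 there was 1 such promoter, and with quantile normalization there were 13. Without either replicate there were 0, at 327 genes with an unadjusted p under 0.05 without replicate 1 and 269 without replicate 2. *CHD1* changed by 0.26 (limma adjusted p = 0.846) and *TRR1* (YDR353W) by -0.51 (limma adjusted p = 0.742). The contrast between the peaks and troughs of nucleosomes +2 to +7 was tested in 5533 genes, of which 0 passed the threshold and 494 had an unadjusted p under 0.05. Early-replicating genes of Supplementary Data 1 and late-replicating genes of Supplementary Data 2 had mean peak/trough ratios of 1.089 and 1.103 over the 12 nascent libraries. The difference of -0.0133 (two-sided exact sign-flip permutation test over libraries, p = 0.0088, adjusted p = 0.0088 over 2 comparisons) was below 0 in all libraries but 1. It ranked at percentile 26.6 among 10000 random pairs of gene lists, and with the median over genes it was 0.0184. Bulk chromatin had -0.0059, and without chromosome 12, chosen after the data were seen, -0.0219 against -0.0153 in the nascent libraries. The paper compares nascent *rtt109Δ* chromatin with WT. From its disrupted promoter pattern and lower peak/trough ratio, the paper concludes that placing nucleosomes on newly replicated DNA in time requires Rtt109 and H3K56Ac. That comparison with WT was not made here.

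**Figure D3:**
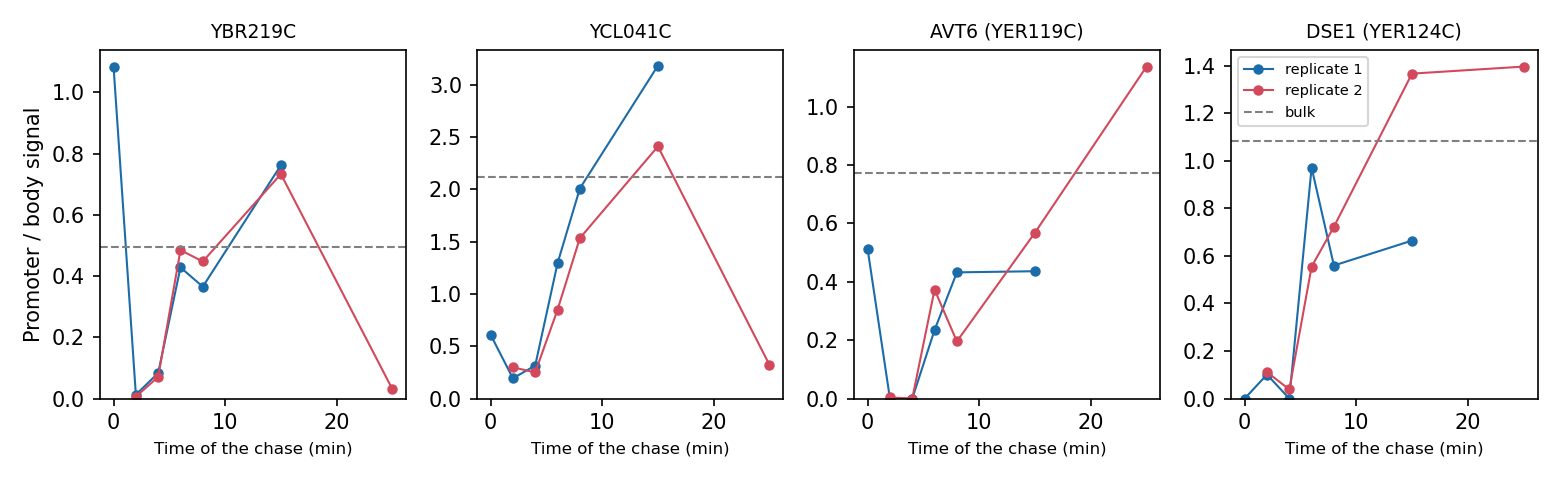
Promoter signal over gene body signal by time of the chase in min for the 4 promoters that were higher late, in replicates 1 and 2, with the bulk library as a dashed line. At *AVT6* the values at 2 and 4 min lie between 0 and 0.00379 in both replicates.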

**Fig. 6:**
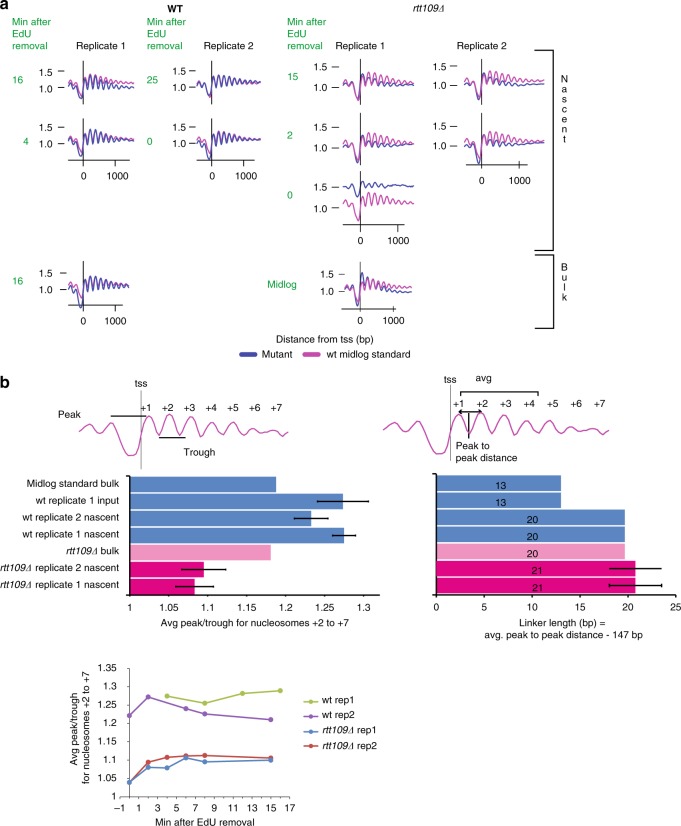
Maturation of nucleosome positioning is delayed in *rtt109∆* cells. **a** Average TSS-aligned nucleosome profiles for all yeast genes for both WT (left panels) and *rtt109∆* cells (right panels) from nascent (top) and bulk chromatin (bottom). Wild-type profiles are taken from^43^. Profiles for the earliest and latest time point after 5 min EdU pulse and 5 min thymidine chase (green) are shown for nascent profiles. The last time point from the corresponding total chromatin input fraction is shown for wild-type replicate 1. Wild type midlog standard profile (pink) is taken from ref. ^65^. **b** Average peak/trough ratios (for nucleosomes +2 to +7) (left) and average linker length (values in the center of the bar) (between nucleosomes +1 and +2, +2 and +3, +3 and +4) (right). The error bars represent the standard deviation between time points in the EdU pulse-chase experiment. The plot on the bottom left shows the changes in the average peak/trough ratio (nucleosomes +2 to +7) after EdU removal for 2 biological replicates of wild type and *rtt109∆*

## Discussion

The Rtt109/Asf1-dependent formation of H3K56Ac marks newly assembled nucleosomes throughout the yeast genome, including nucleosomes assembled during DNA repair, DNA replication, and during replication-independent nucleosome turnover^6,13,14^. Prior studies have found that hot spots for H3K56Ac are localized at promoter-proximal nucleosomes in the absence of DNA replication, reflecting their dynamic turnover^5,6^. Importantly, H3K56Ac is not simply a passive mark, as H3K56Ac enhances the rapid turnover of promoter nucleosomes, creating a positive feedback loop^5^. Here, we found that H3K56Ac stimulates transcription genome-wide, consistent with a positive, direct role for promoter-proximal nucleosome turnover in enhancing transcription initiation.

How does H3K56Ac promote nucleosome turnover? H3K56 is located near the very edge of the nucleosome where it is involved in a water-mediated contact with nucleosomal DNA^44^. Acetylation of H3K56 disrupts this contact, leading to enhanced “breathing” of the final 10 bp of DNA at each end of the nucleosome^45^. Importantly, however, H3K56Ac does not grossly destabilize nucleosomes, nor does it alter the ability of nucleosomal arrays to fold into 30 nm-like fibers^46,47^. H3K56Ac stimulates the activity of a subset of chromatin remodeling enzymes, such as RSC, and this may help to promote displacement of promoter-proximal nucleosomes^45^. In addition, we have found that H3K56Ac alters the H2A.Z deposition activity of the SWR1C remodeler, consistent with functional connections between H2A.Z and H3K56Ac^46^. Thus, the data indicate that H3K56Ac likely enhances promoter nucleosome turnover by altering the substrate for multiple ATP-dependent remodeling enzymes.

Our data support the idea that H3K56Ac-stimulated nucleosome turnover provides a permissive environment for transcription, globally stimulating transcription initiation at both coding and noncoding loci. We also observed that loss of H3K56Ac causes redistribution of the remaining RNA Pol II (Fig. 2), with more RNAPII located over gene bodies and near the TTS, as compared to WT cells. Indeed, loss of H3K56Ac mimics an altered RNAPII distribution due to an elongation defective, slow RNAPII. Why would loss of H3K56Ac cause polymerases to appear to slow? One attractive possibility is that the enhanced dynamics of H3K56Ac nucleosomes that are located within the coding region may promote the ability of RNAPII to elongate through nucleosomes. Consistent with a role in transcriptional elongation, both *RTT109* and *ASF1* show negative genetic interactions with the gene encoding the TFIIS elongation factor, Dst1^18,48^. Finally, H3K56Ac is often enriched near the 3′ end of genes, so it is also possible that loss of H3K56Ac leads to more stable nucleosomes near the TTS. Such stable nucleosomes may promote RNAPII stalling, but not release, leading to an accumulation of RNAPII at the 3′ end of coding regions.

During S phase, DNA replication provides a window of time where nucleosomes are displaced from gene promoters, and precise nucleosome positions and epigenetic marks must be restored onto newly assembled nucleosomes^21,49^. In yeast, promoter nucleosome architecture is reassembled within minutes of fork passage, whereas in Drosophila cells, nucleosomes are rapidly deposited, but reformation of gene-specific nucleosome positions is delayed for at least an hour. It has been proposed that rapidly assembled, disorganized nucleosomes may enhance transcription factor specificity^50^. Here, we have described another role for efficient and rapid nucleosome assembly behind the replication fork in which newly assembled nucleosomes repress aberrant levels of coding and noncoding transcripts. When assembly is delayed by loss of either Asf1, Rtt109, or Cac1/Rtt106, transcription is dramatically increased during replication, with levels returning to near WT levels as nucleosome assembly and positioning are restored. We note that this aberrant transcription is higher in the absence of Cac1/Rtt106, compared to the lack of Asf1/Rtt109, and that the changes persist into late S or G2. These differences likely reflect the greater impact of these chaperones on nucleosome assembly, as well as slower kinetics for restoration of a normal assembly pattern. In addition, we see evidence for aberrant initiation events, with increased levels of Net-seq reads upstream of coding regions or on the opposite strand (Supplementary Fig. 5J). Thus, these data provide further evidence that nucleosome assembly not only regulates transcription initiation but that it may also strengthen initiation fidelity.

Whereas depletion of Asf1 leads to a global decrease in transcription during G1 or G2 cells, there was surprisingly little impact at early or late S phase time points, with the exception of newly replicated loci. Previous work has indicated that promoter nucleosomes retain their rapid, dynamic behavior throughout S phase, as reflected by their continued enrichment for H3K56Ac^5,51^. Consequently, one might have envisioned that loss of H3K56Ac would lead to global decreases in transcription irrespective of cell cycle position. One possibility is that the positive impact of H3K56Ac may be masked in S phase by the high level of aberrant transcription that occurs due to poor nucleosome assembly in the absence of Asf1. In this case, although the majority of cells appear to move synchronously through S phase, there may be heterogeneity in the cell population whereby genes are replicating either too early or too late in a fraction of cells. Such imprecise synchrony would also lead to heterogeneity in the transcriptional consequences for loss of H3K56Ac, masking the positive role for this mark. Consistent with this view, loss of the Cac1 and Rtt106 chaperones also leads to a global increase in transcription, even in early S phase, including significant increases for late-replicating genes (Fig. 4g and Supplementary Fig. 6F).

In eukaryotic cells, mRNA synthesis rates are scaled to both DNA content and cell size. During S phase, chromosome number duplicates, but mRNA synthesis rates do not show a corresponding increase until cell size increases in G2. Currently, it is unclear if only one of the two gene copies is actively transcribed, or if both copies are only expressed at 50% of the normal level. Recently, Voichek et al.^31^ devised a screen for yeast mutants that might be defective for this transcriptional buffering phenomenon by screening for mutants in which gene expression levels negatively correlated with gene replication timing^52^. They found that inactivation of either Rtt109 or Asf1 increased expression of early replicating genes, relative to late-replicating genes, as cells transitioned through S phase^31^. They concluded that H3K56Ac is essential for buffering mRNA synthesis in response to changes in gene dosage^31^. Our data also support a transient, repressive role for H3K56Ac during S phase, but this function involves nucleosome assembly and appears to be independent of transcriptional buffering. Importantly, nascent transcripts undergo a stepwise, ~2× increase in expression as cells exit S phase and enter G2, even in the absence of Asf1 or Rtt109. Thus, nucleosome assembly is essential to maintain proper levels of transcription during S phase, but this H3K56Ac-dependent process is independent of transcriptional homeostasis mechanisms that correct for gene dosage.

Together, our findings indicate that a single histone modification, H3K56Ac, functions as a global activator of transcription, likely by enhancing promoter nucleosome turnover. In addition, H3K56Ac ensures rapid and efficient nucleosome assembly during S phase that prevents spurious transcription and reinforces transcriptional fidelity.

## Methods

### Strains

Strains listed below were derivatives of either W303 (*MATa his3-11, 15 leu2-3,112 trp1∆ ura3-1 ade2-1 can1-100*) or BY4741 (*MATa his3∆1 leu2∆0 met15∆0*). The following strains for NET-seq were modified with a 3× FLAG tag on Rpb3: *rtt109∆* (this study), Asf1-AA (this study), *cac1∆ rtt106∆* (this study), H3K56R (courtesy of Dr. Paul D. Kaufman, UMMS), rbp1-N488D (slow RNAPII) (courtesy of Dr. Stephen Buratowski, Harvard University). Unless otherwise noted, cells were cultivated in YPD (10% yeast extract, 20% bacterial peptone, and 2% glucose) at 30 °C. For *S. pombe* strain (JY741, WT Flag-Rbp3) (courtesy of Dr. Makoto Kimura, Kyushu University), cells were cultivated in YES (yeast extract, 10× aa supplement and 3% glucose). For α factor arrest, cells were grown to a density of 1.5–2.5 × 10^7^ cells/ml in YPD and arrested by 5 μg/ml αF for 1.5 h. Arrest was confirmed by microscopic observation after 90 min.

### RNA isolation

Cells were grown to midlog phase, and centrifuged at 1500 g for 3 min at 4 C. Following resuspension in 1 ml cold water and brief centrifugation at 4 °C, cells were resuspended in 400 μl TES (10 mM Tris-Cl pH 7.5, 10 mM EDTA, 0.5% sodium dodecyl sulphate). A 400 μl acid phenol (preheated to 65 °C) was added and samples were incubated at 65 °C for 60 min with brief vortexing. After centrifugation, top (aqueous) phase was transferred to a new tube, extracted once with chloroform, and the supernatant subjected to standard ethanol precipitation.

### RNA-seq

Total RNA was isolated with hot acidic phenol as described above. Library preparation was performed as described^53^ with the addition of an ERCC spike-in mix for two biological replicates. Briefly, total RNA was fragmented and reverse transcribed with random hexamers. Following dUTP incorporation, cDNAs were end-repaired with a mix of end-repair enzymes (T4 DNA Polymerase (3 U/μl, NEB), Klenow DNA Polymerase (5 U/μl, NEB), and T4 PNK (10 U/μl, NEB)) and A-tailing was performed. Adapter ligation was done using T4 DNA ligase (600 U/μl, Enzymatics, Inc.). After UDG treatment, final PCR was performed with indexing primers. Size of the library was determined by Fragment Analyzer and the concentrations were determined by Qubit 4.0 fluorometer (Invitrogen). Sequencing of all samples was carried out on an Illumina NextSeq 500 with a read length of 150 (paired-end).

### RNA-seq data preprocessing and normalization

FASTQ files from paired-end libraries were collapsed by barcode and the Illumina adapter sequence was trimmed from the 3′ end. Files were uploaded and analyzed using the Galaxy web platform^54^. Reads were first aligned using Bowtie2^55,56^ to *Saccharomyces cerevisiae* rRNA, tRNA, and RDN sequences to remove contaminating reads. Reads were then aligned to a combined version of the *S. cerevisiae* genome (*SacCer3*, SGD) and a list of ERCC spike-ins with TopHat2^57^ allowing up to two mismatches. The reads were separated by their respective genomes with SAMtools^58^, and only uniquely mapped reads were used for further analyses. For visualization in USCS genome browser, libraries were normalized by ERCC spike-in numbers. To compare RNA expression between samples, HTseq 0.9.1^59^ was used to count the number of reads that aligned to each annotated gene. The annotation file for the *S. cerevisiae* genome was generated from the Xu et al. dataset^35^. Differential expression analysis was performed using edgeR^60^ or in excel using the R *q* value package.

### NET-seq

NET-seq conditions, immunoprecipitations, isolation of nascent RNA, and library construction were carried out as previously described^32^ for two biological replicates for WT and two biological replicates for mutants (*rtt109∆*, Asf1-AA, H3K56R, *cac1∆ rtt106∆*, or slow Pol II) with several modifications including addition of *S. pombe* cells as spike-in control. Briefly, overnight cultures from single yeast colonies were diluted to an OD_600_ = 0.05 in 1 L of YPD. Cells were grown at 30 C until OD_600_ = 0.8. Rapamycin was added at a final concentration of 8 µg/mL at OD_600_ = 0.25 for cells with anchor-away background and cells were grown for 3 h (OD_600_ = 0.7–0.8). To normalize the sequencing libraries, *S. pombe* cells were mixed with *S. cerevisiae* cells at a 1:10 ratio, and the cells were harvested by filtration and cryogenic lysis. 3× FLAG-tagged RNA Pol II was immunoprecipitated and nascent RNAs were purified using miRNAeasy mini kit (Qiagen). Following ligation of pre-adenylated DNA linker onto purified nascent RNAs, RNAs were fragmented and reverse transcribed. Resulting cDNAs were circularized using DNA Circligase (Lucigen). Final PCR was performed to obtain double stranded product to sequence. Size of the library was determined by Fragment Analyzer and the concentrations were determined by Qubit 4.0 fluorometer (Invitrogen). 3′ end sequencing of all samples was carried out on an Illumina NextSeq 500 with a read length of 75 (single end).

### NET-seq data preprocessing and normalization

NET-seq reads were processed and aligned as follows using the Galaxy web platform^54^. The adapter sequence was (ATCTCGTATGCCGTCTTCTGCTTG) removed and the random hexamer sequence was removed from the 5′ end. The 3′ ends of the reads were then trimmed for quality using FASTQ Quality Timmer by sliding window^61^ with a window size of 10 and a step size of 5. The reads were trimmed until the aggregate score was ≥21. Reads were first aligned using Bowtie2^55,56^ to a combined FASTA file of *S. cerevisiae* and *S. pombe* rRNA, tRNA, and RDN sequences to remove contaminating reads. Reads were then aligned to a combined version of the *S. cerevisiae* genome (*SacCer3*, SGD) and the *S. pombe* genome (*ASM294v.2*, PomBase) with TopHat2^57^, allowing up to three mismatches. The reads were separated by their respective genomes with SAMtools^58^, and only uniquely mapped reads were used for further analyses. Libraries were normalized by scaling the uniquely mapped *S. pombe* reads to 100,000 reads. This scaling factor was then used to scale the uniquely mapped *S. cerevisiae* reads. To account for differences between sequencing run depth for various NextSeq runs, the pombe-scaled WT *S. cerevisiae* read counts were then scaled to 1 M reads, and this additional scaling factor was included to scale the sample reads. Finally, only the 5’ end of the sequencing read, which corresponds to the 3′ end of the nascent RNA was recorded and used for downstream analyses. TSS and TTS annotation was obtained from ref. ^35^. Read counts for genes and noncoding regions were obtained by summing normalized base pair reads over the region of interest. For average profiles, BAM files of biological replicates were merged and processed as above, and only genes longer than 500 bp were analyzed. Genes were scaled to 500 bp, and samples were scored in 1 bp bins using the deepTools program^62^. Reads were analyzed as in ref. ^63^. To calculate 5′ to 3′ ratios, the sum of reads from 1 to 250 bp from the TSS were divided by the sum of reads 250 bp upstream of the TTS to the TTS.

### TT-seq

TT-seq experiment was performed as described^33^ for two biological replicates. Briefly, 1.5 × 10^7^ *S. cerevisiae* cells were labeled with 2.5 mM of 4-thiouracil (4sU) (Sigma-Aldrich) for 10 min. Cells were harvested by centrifugation at 3000*g* for 2 min. Total RNA was extracted with hot acid phenol as described above. RNAs were sonicated to generate fragments of <1.5 kbp using Bioruptor Standard (Diagenode). 4sU-labeled RNA was purified from 150 μg total fragmented RNA. Labeled RNA was separated with streptavidin beads (Thermo Fisher Scientific). Strand-specific library preparation for labeled RNA was performed as described^53^ and as in RNA-seq section above. After library construction, size of the library was determined by fragment analyzer and the concentrations were determined by Qubit 4.0 fluorometer (Invitrogen). Sequencing of all samples was carried out on an Illumina NextSeq 500 with a read length of 150 (paired-end).

### TT-seq data preprocessing and normalization

TT-seq data preprocessing was essentially done as described^33^. Briefly, FASTQ files from paired-end libraries were collapsed by barcode and the Illumina adapter sequence was trimmed from the 3′ end. Files were uploaded and analyzed using the Galaxy web platform^54^. Reads were first aligned using Bowtie2^55,56^ to *S. cerevisiae* rRNA, tRNA, and RDN sequences to remove contaminating reads. Reads were then aligned to a combined version of the *S. cerevisiae* genome (*SacCer3*, SGD) and a list of ERCC spike-ins with TopHat2^57^ allowing up to two mismatches. The reads were separated by their respective genomes with SAMtools^58^, and only uniquely mapped reads were used for further analyses. For visualization in USCS genome browser, libraries were normalized by ERCC spike-in numbers. To compare RNA expression between samples, HTseq 0.9.1^59^ was used to count the number of reads that aligned to each annotated gene. The annotation file for the *S. cerevisiae* genome was generated from the Xu et al. dataset^35^. Differential expression analysis was performed using edgeR^60^ or in excel using the R *q* value package. All sequencing data has been submitted to GEO under the accession number: GSE125843.

### EdU-thymidine pulse-chase

EdU-thymidine pulse-chase experiment was done as described^43^ for two biological replicates. Briefly, cells were grown in SCD-Ura overnight at 30 °C to an OD_600_ = 1. Later, cell pellets were mixed with SCD-Ura + 10 μΜ ΕdU. Thymidine (5 mM final concentration) was added after 5 or 20 min incubation with EdU at 30 °C and incubated for another 5 or 10 min. Purified EdU-labeled DNA was mixed with biotin azide solution in CuBr solution. After 2 h incubation at 37 °C, DNA was precipitated with sodium acetate and ethanol.

### Flow cytometry

Samples were collected at certain time points at an OD_600_ of 0.6–0.8. After spinning down cells, they were suspended in 70% ethanol for overnight incubation at 4 °C. Following day, cells were sonicated once at setting 3 for 5 s (Sonic Dismembrator 550, Fisher Scientific). After resuspending in distilled water and then 50 mM Tris (pH 8.0), cells were incubated in RNase A (10 mg/ml) at 37 °C for 3–4 h. After resuspending in 50 mM Tris (pH 7.5), cells were incubated in Proteinase K (2 mg/ml) at 50 °C for 1 h. Then, they were resuspended in FACS buffer (200 mM Tris-HCl (pH 7.5), 200 mM NaCl, 78 mM MgCl2). Cells were incubated with 1× Sytox Green before collecting in BD FACSDiva Software and analyzing in Flowjo v10.6.0.

### Strains used in this study

WT Rbp3-3× FLAG ((BY4741) MAT*a his3∆1 leu2∆0 ura3∆0 met15∆0* rbp3::RBP3-3× FLAG::NAT)^32^

*rtt109∆* (BY4741) MATa *his3∆1 leu2∆0 ura3∆0 met15∆0* rpb3::RBP3-3xFLAG::NAT *RTT109*/rtt109∆::HPH) (this study)

WT Rbp3-3× FLAG AA strain (HHY221) MAT*a tor1-1 fpr1::loxP-LEU2-loxP RPL13A-2 × FKBP12:loxP BAR1∆::HISG rbp3::RBP3-3xFLAG::NAT*) (this study)

Asf1-AA (HHY221) MATa *tor1-1 fpr1::loxP-LEU2-loxP RPL13A-2 × FKBP12:loxP BAR1∆::HISG* rbp3::RBP3-3× FLAG::NAT Asf1-FRB:HPH) (this study)

*cac1∆ rtt106∆* (BY4741) MATa *his3∆1 leu2∆0 ura3∆0 met15∆0 rpb3::RBP3-3× FLAG::NAT cac1∆::HPH rtt106::KanMX*) (this study)

Rbp1-N488D RBP3-3XFLAG (MATa *ura3-1 leu2∆ trp1∆::hisG his3∆ lys2∆ met15∆ rbp1-N488D* rbp3::RBP3-3× FLAG::NAT) (this study (see also Rbp1-N488D strain^38^))

*rtt109∆-RZ17 (MATa ade2-1 his3-11,15 leu2-3,112 trp1-1 ura3-1 can1-100 GAL psi* *+* *RAD5* *+* *URA3::GDP-TK(7×) AUR1c::ADH-hENT1 ∆rtt109::KanR*) (this study)

H3K56R Rbp3-3xFLAG (*MATa ∆(hht1-hhf1) ∆(hht2-hhf2) leu2-3,112 ura3-62 trp1 his3* *+* *p(HHT2-HHF2, TRP1 CEN) rbp3::RBP3-3× FLAG::NAT*) (this study (H3K56R strain is courtesy of Paul Kaufman))

WT Rbp3-3× FLAG *S. pombe* strain (*h-Flag-rbp3 ade6-M216 ura4-D18 leu1*) (NBRP^64^)

### Primers used in this study

DNA linker^32^: /5rApp/(N1:25252525)(N1)(N1)(N1)(N1)(N1) CTGTAGGCACCATCAAT/3ddC/

RT primer oLSC007^32^: 5 phos/atctcgtatgccgtcttctgcttg/iSp18/cactca/iS p18/tccgacgatcattgatggtgcctacag 3

Reverse primer oNTI231^32^: 5′ CAAGCAGAAGACGGCATACGA 3′

Custom primer for NET-seq oLSC006^32^: 5′-TCCGACGATCATTGATGGTGCCTACAG 3′

Internal RNA control for NET-seq oGAB11^32^: 5′ agu cac uua gcg aug uac acu gac ugu g 3′

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

## Data Availability

All sequencing datasets are available at GEO under the accession numbers: GSE125843, GSE74090, and GSE126686. All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request. The source data underlying Fig. 4d–e and Supplementary Fig. 4b–e are provided as Source Data files 1–3. A reporting summary for this Article is available as a Supplementary Information file.

# Supplementary material for: Distinct transcriptional roles for Histone H3-K56 acetylation during the cell cycle in Yeast
**Source:** Nat Commun. 2019 Sep 26;10:4372. doi: 10.1038/s41467-019-12400-5
**Supplement:** Supplementary file 1 — Supplementary Information

## **SUPPLEMENTARY INFORMATION**

**Distinct transcriptional roles for Histone H3-K56 acetylation during the cell cycle in Yeast**

**Topal *et al.***

**A**

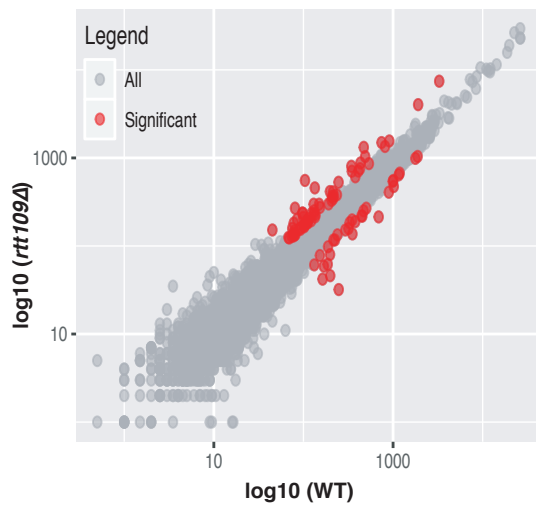

**B**

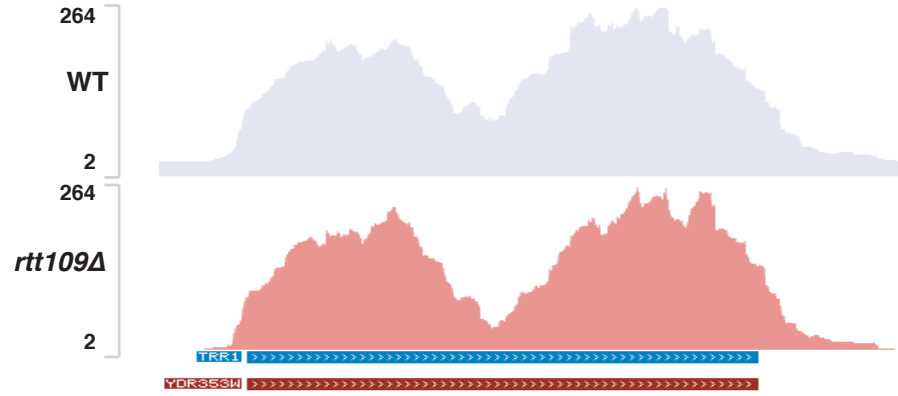

**C**

## Downregulated Genes in *rtt109Δ*

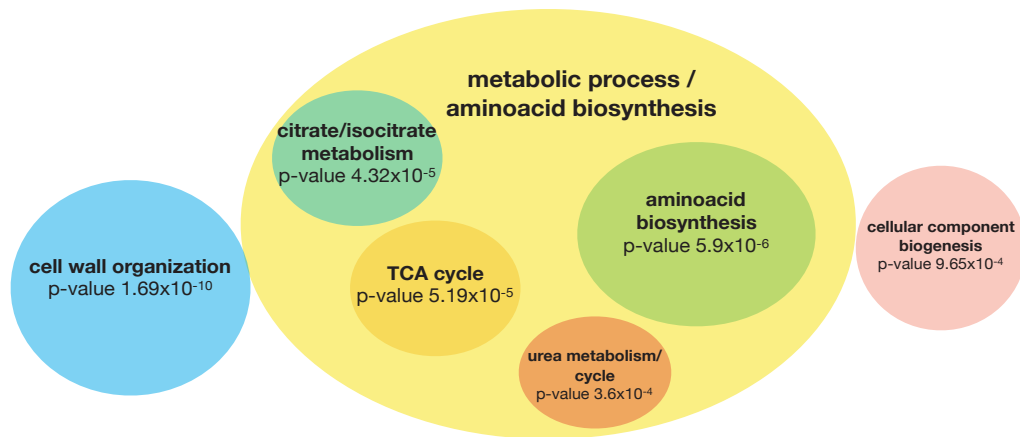

**D**

## Upregulated Genes in *rtt109Δ*

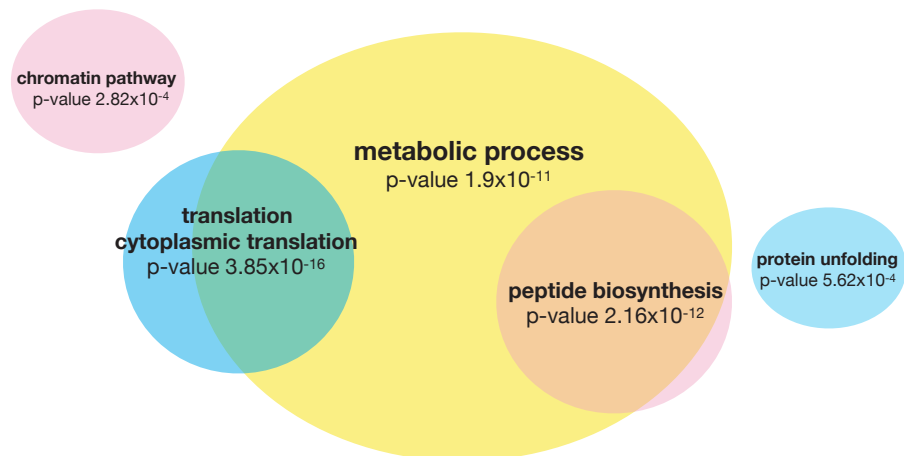

**Supplementary Figure 1, RNA-seq data.**

**(A)** Significance plot showing nascent coding transcript levels between wild type and *rtt109Δ* by RNA-seq. Significantly changed ( $\geq 1.5$  FC,  $\text{FDR} \leq 0.05$ ) genes (red) and non-significant genes (gray). Data were normalized according to spike-in numbers. **(B)** Genome browser view of an example gene (*YDR353W*) between wild type (gray) and *rtt109Δ* (red). **(C,D)** GO-Term analysis for down-regulated or up-regulated genes from **(A)**. Significance and p-values were calculated by using Mann-Whitney U-test.

# Supplementary Figure 2

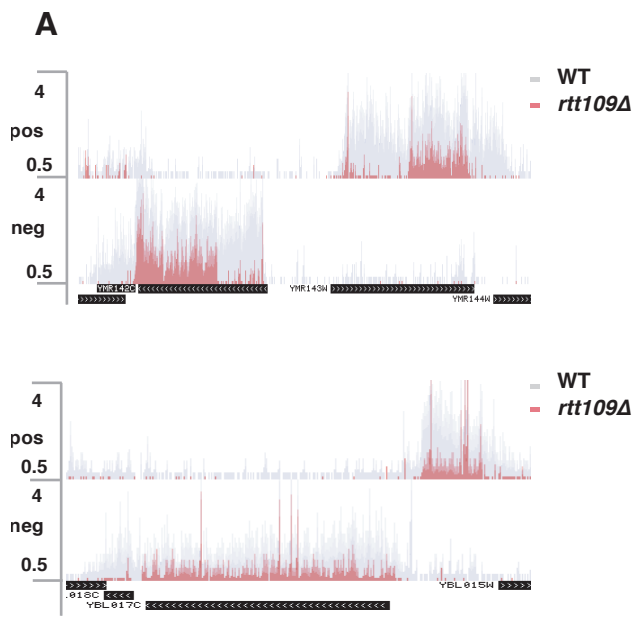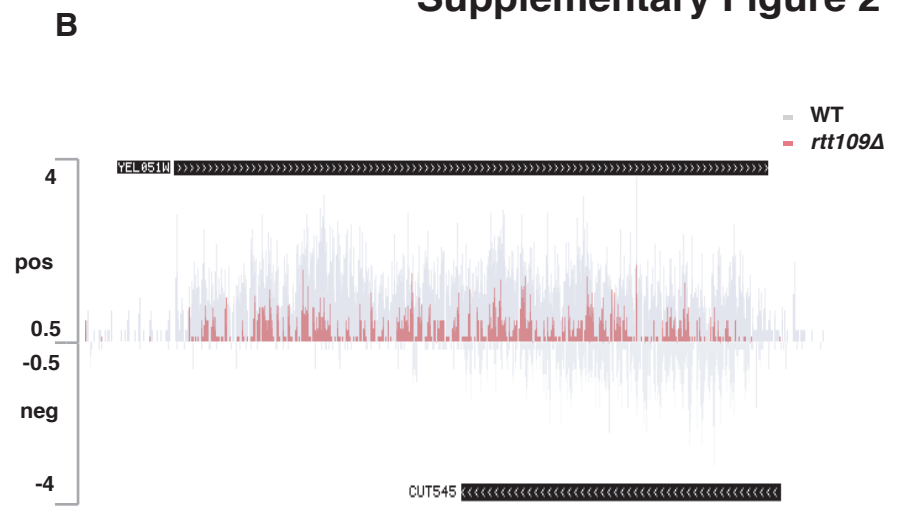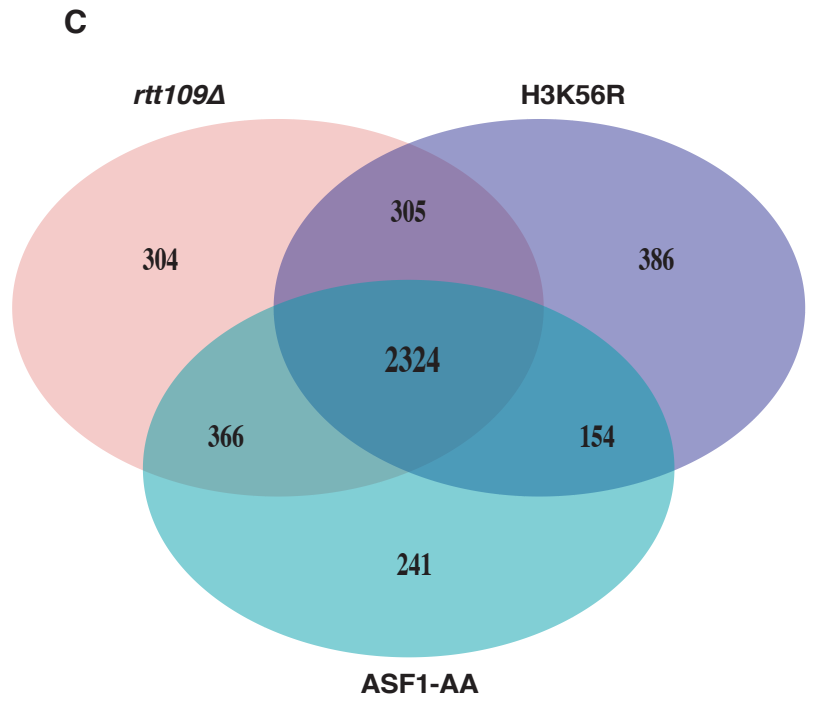

number of genes downregulated > 1.5-fold compared to WT

**Supplementary Figure 2, related to Figures 1 and 2.**

**(A-B)** Genome browser views of two example protein-coding genes **(A)**, and of a CUT, CUT545 **(B)** between wild type (gray) and *rtt109Δ* (red). **(C)** Venn diagram showing correlation in numbers of down-regulated genes ( $\geq 1.5$  FC,  $\text{FDR} \leq 0.05$ ) between *rtt109Δ*, Asf1-AA and H3K56R.

# Supplementary Figure 3

**A**

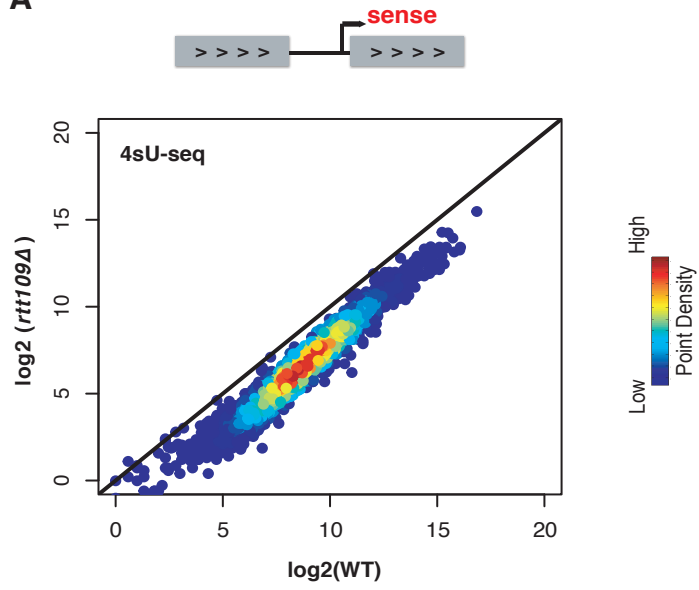

**B**

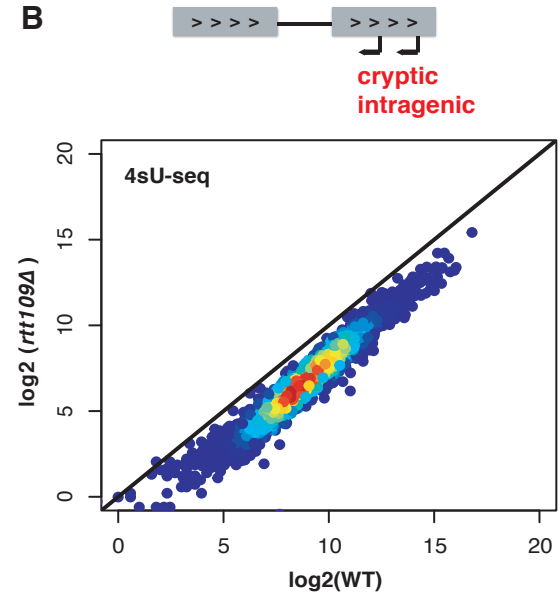

**Supplementary Figure 3, related to Figure 3.**

**(A-B)** Scatterplots showing nascent coding transcript levels **(A)**, and cryptic intragenic transcript levels **(B)** between wild type and *rtt109Δ* by 4sU-seq. Data were normalized by spike-in numbers.

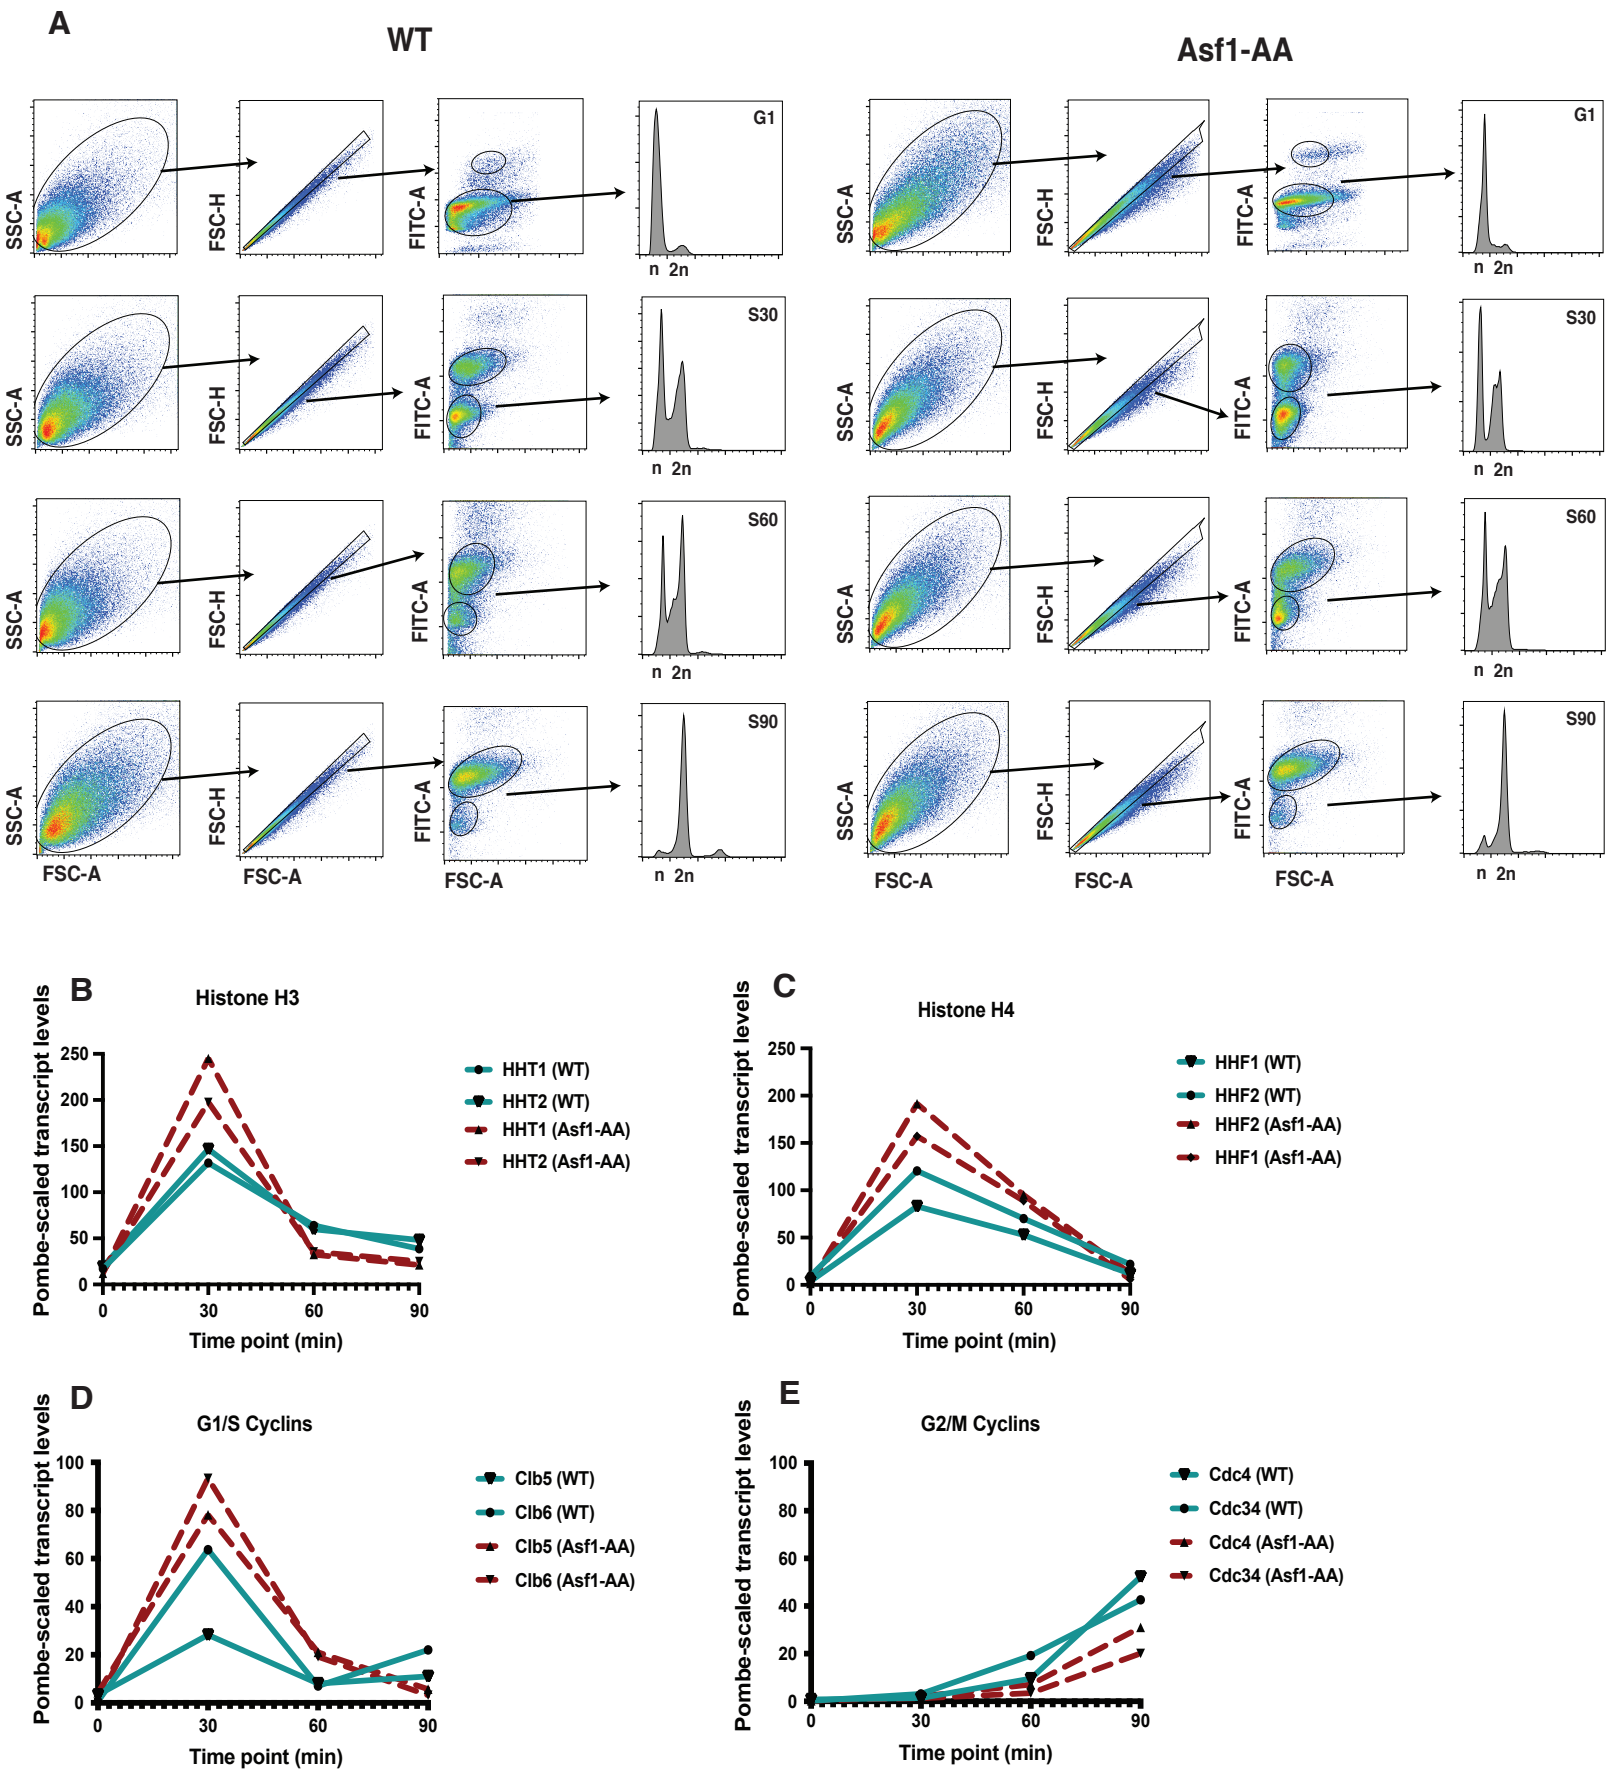

**Supplementary Figure 4, related to Figure 4.**

**(A)** FACS analysis and gating strategies used for G1-arrested samples ( $\alpha$ -factor), early S-phase (+30 min), late S-phase (+60 min) and G2/M phase (+90 min) for WT (left) and Asf1-AA (right). After gating on SC-FSC cytoplots, 90-95% of cells were used in the next gating (FSC-H vs. FSC-A). 75-85% of these cells were single cells (determined by FSC-H vs. FSC-A) that were used to determine DNA content under FITC channel. **(B-E)** Plots showing normalized transcript levels of cell-cycle regulated genes at different time points (G1, S30, S60 and S90) for Histone H3 genes **(B)**, Histone H4 genes **(C)**, G1/S cyclins **(D)**, and G2/M cyclins **(E)** for wild type and Asf1-AA.

# Supplementary Figure 5

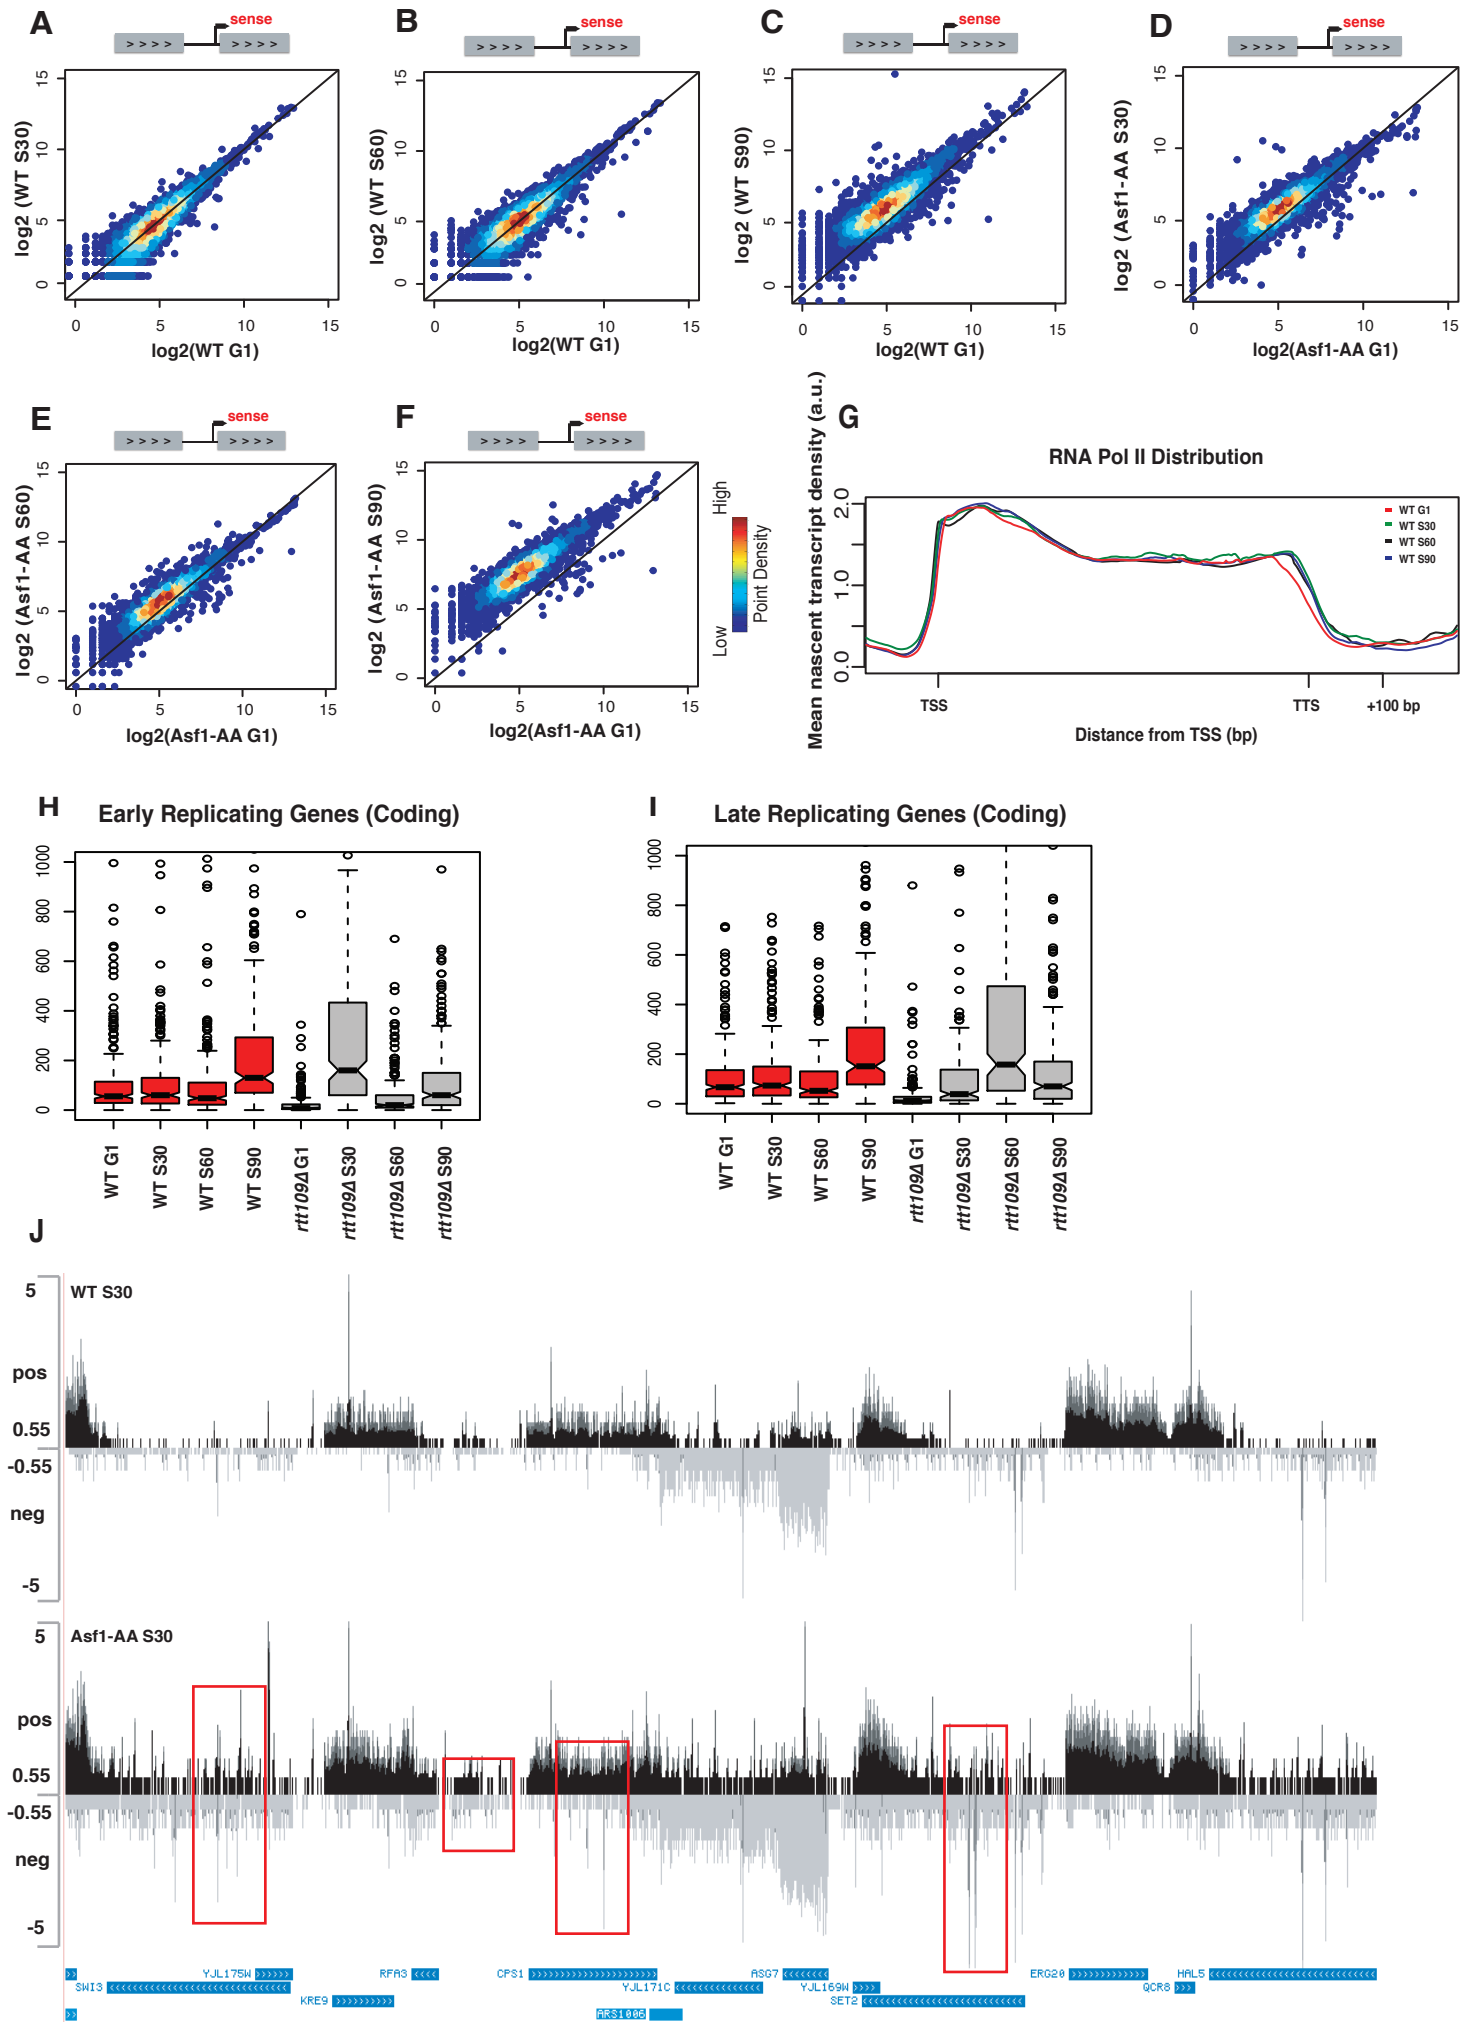

**Supplementary Figure 5, related to Figure 4.**

**(A-C)** Scatterplots showing nascent coding transcript levels between G1 and S30 time point **(A)**, S60 time point **(B)**, and S90 time point **(C)** in wild type cells; levels between G1 and S30 time point **(D)**, S60 time point **(E)**, and S90 time point **(F)** in Asf1-AA cells. **(G)** Metagene plot showing RNA Pol II distribution throughout the gene body from TSS to TTS (including 100 bp upstream and 200 bp downstream of TTS) fitted into 500 bp. Plots are shown as wild type G1 (red), S30 time point (green), S60 time point (black) and S90 time point (blue). The mean nascent transcript levels are normalized according to both spike-in numbers and each gene's individual expression level. **(H, I)** Boxplots showing nascent transcript levels at different time points (G1, S30, S60 and S90) between wild type (red) and *rtt109Δ* (gray) for early replicating genes **(H)** or late replicating genes **(I)** for coding regions. The lateral lines in the boxes represent the median, and separate upper and lower quartiles. The vertical lines represent the highest and lowest data points. Significance and p-values were calculated by using Mann-Whitney U-test. Error bars represent standard deviation. **(J)** Genome browser view of several genes around an early replication origin (ARS1006). Notice immediate transcriptional bursts (as indicated in red boxes) in Asf1-AA in S30 time point. Data were normalized according to spike-in numbers. A.U. arbitrary unit.

# Supplementary Figure 6

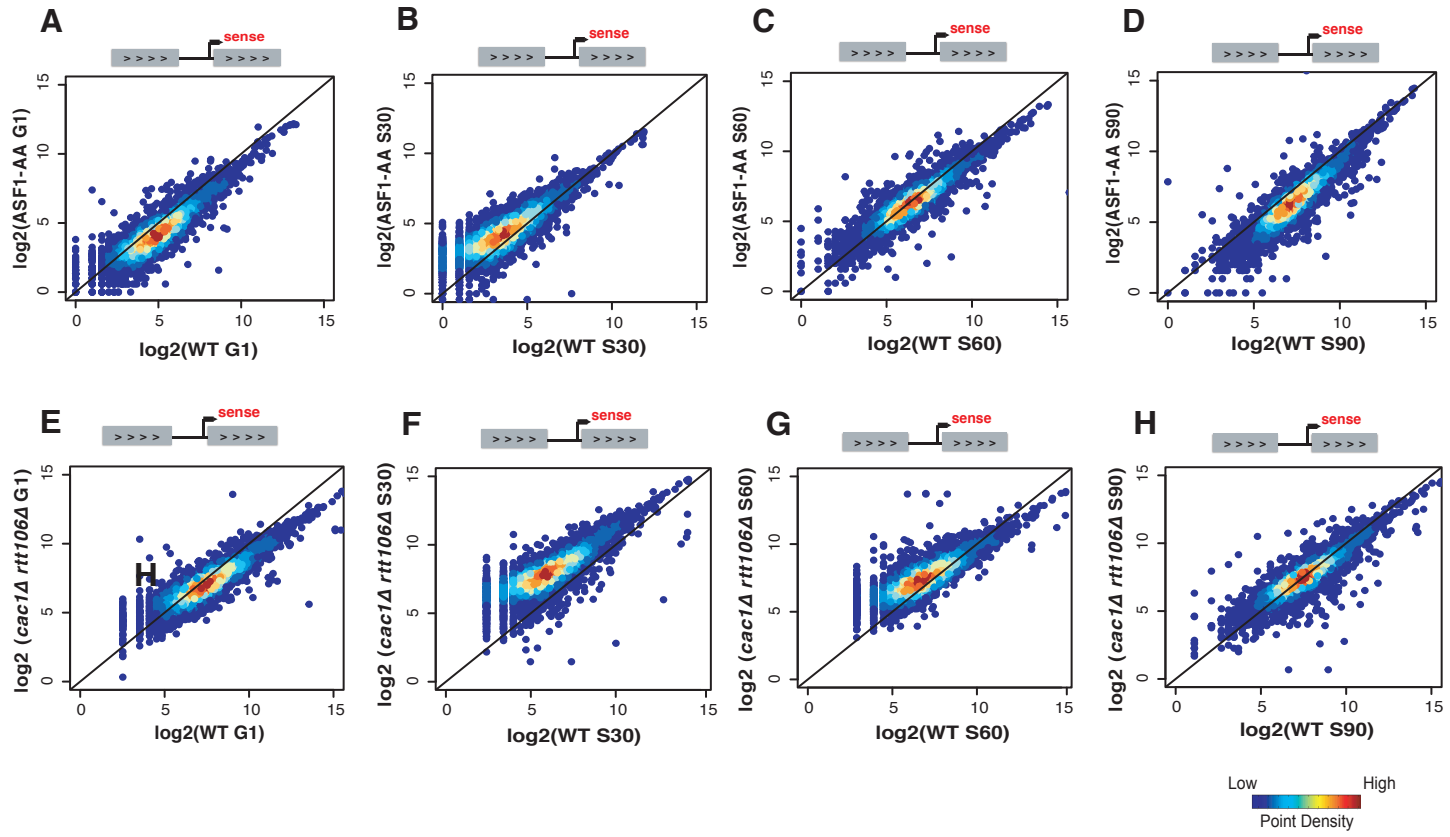

**Supplementary Figure 6, related to Figure 4 and Figure 5.**

**(A-H)** Scatterplots showing nascent coding transcript levels between wild-type and Asf1-AA for G1 **(A)**, S30 **(B)**, S60 **(C)**, and S90 **(D)**; between wild-type and *cac1Δ rtt106Δ* for G1 **(E)**, S30 **(F)**, S60 **(G)**, and S90 **(H)**. Data were normalized according to spike-in numbers.

# Supplementary material for: Distinct transcriptional roles for Histone H3-K56 acetylation during the cell cycle in Yeast
**Source:** Nat Commun. 2019 Sep 26;10:4372. doi: 10.1038/s41467-019-12400-5
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: The list of early replicating genes

File Name: Supplementary Data 2

Description: The list of late replicating genes

File Name: Supplementary Data 3

Description: The list of cell cycle regulated genes

# Supplementary material for: Distinct transcriptional roles for Histone H3-K56 acetylation during the cell cycle in Yeast
**Source:** Nat Commun. 2019 Sep 26;10:4372. doi: 10.1038/s41467-019-12400-5
**Supplement:** Supplementary file 7 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                     |
|-------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                         |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | For the RNA sequencing analysis, NET-seq, RNA-seq, TT-seq and 4sU-seq libraries were sequenced using Illumina NextSeq 550 (75 bp single-end for NET-seq and 150 bp paired-end for RNA-seq, TT-seq and 4sU-seq).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Data analysis   | For NET-seq analysis, reads were processed and aligned using Galaxy web platform (Afgan et al., 2018). The adapter sequence was (ATCTCGTATGCCGTCTTCTGCTTG) removed and the random hexamer sequence was removed from the 5' end. The 3' ends of the reads were then trimmed for quality using FASTQ Quality Trimmer by sliding window (Blankenberg et al., 2010) with a window size of 10 and a step size of 5. The reads were trimmed until the aggregate score was $\geq 21$ . Reads were first aligned using Bowtie2 (Langmead and Salzberg, 2012; Langmead et al., 2009) to a combined FASTA file of <i>S. cerevisiae</i> and <i>S. pombe</i> rRNA, tRNA, and RDN sequences to remove contaminating reads. Reads were then aligned to a combined version of the <i>S. cerevisiae</i> genome (SacCer3, SGD) and the <i>S. pombe</i> genome (ASM294v.2, PomBase) with TopHat2 (Kim et al., 2013), allowing up to three mismatches. The reads were separated by their respective genomes with SAMtools (Li et al., 2009), and only uniquely mapped reads were used for further analyses. Libraries were normalized by scaling the uniquely mapped <i>S. pombe</i> reads to 100,000 reads. This scaling factor was then used to scale the uniquely mapped <i>S. cerevisiae</i> reads. To account for differences between sequencing run depth for various NextSeq runs, the pombe-scaled WT <i>S. cerevisiae</i> read counts were then scaled to 1 M reads, and this additional scaling factor was included to scale the sample reads. Finally, only the 5' end of the sequencing read, which corresponds to the 3' end of the nascent RNA was recorded and used for downstream analyses. TSS and TTS annotation was obtained from (Xu et al., 2009). Read counts for genes and non-coding regions were obtained by summing normalized base pair reads over the region of interest. For average profiles, BAM files of biological replicates were merged and processed as above, and only genes longer than 500 bp were analyzed. Genes were scaled to 500 bp, and samples were scored in 1 bp bins using the deepTools program (Ramirez et al., 2016). Reads were analyzed as in (Harlen et al., 2016). To calculate 5' to 3' ratios, the sum of reads from 1-250 bp from the TSS were divided by the sum of reads 250 bp upstream of the TTS to the TTS. For RNA-seq, TT-seq and 4sU-seq analyses, FASTQ files from paired end libraries were collapsed by barcode and the Illumina adapter sequence was trimmed from the 3' end. Files were uploaded and analyzed using the Galaxy web platform (Afgan et al., 2018). Reads were first aligned using Bowtie2 (Langmead and Salzberg, 2012; Langmead et al., 2009) to <i>S. cerevisiae</i> rRNA, tRNA, and RDN sequences to remove contaminating reads. Reads were then aligned to a combined version of the <i>S. cerevisiae</i> genome (SacCer3, SGD) and a list of ERCC spike-ins with TopHat2 (Kim et al., 2013) allowing up to two mismatches. The reads were separated by their respective genomes with SAMtools |

(Li et al., 2009), and only uniquely mapped reads were used for further analyses. For visualization in USCS genome browser, libraries were normalized by ERCC spike-in numbers. To compare RNA expression between samples, HTseq 0.9.1 (Anders et al., 2015) was used to count the number of reads that aligned to each annotated gene. The annotation file for the *S. cerevisiae* genome was generated from the Xu et al. dataset (Xu et al., 2009). Differential expression analysis was performed using edgeR (Robinson et al., 2010) or in excel using the R qvalue package.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The accession number for the raw and processed NET-seq, RNA-seq, TT-seq and 4sU-seq data is GEO:GSE125843. The accession numbers for the NChAP data are GEO:GSE74090 and GEO:GSE126686.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                        |
|-----------------|--------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical method was used to predetermine sample size.                                            |
| Data exclusions | No data were excluded from analyses.                                                                   |
| Replication     | The reproducibility for all sequencing data and analyses was confirmed by two independent experiments. |
| Randomization   | This was not relevant to our study.                                                                    |
| Blinding        | This was not relevant to our study.                                                                    |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                |
|-------------------------------------|------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data               |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                          |
|-----------------|----------------------------------------------------------|
| Antibodies used | Anti-FLAG M2 affinity gel (Millipore Sigma Cat#A2220)    |
| Validation      | The commercial antibody was validated by their producer. |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Samples were collected at certain time points at an OD600 of 0.6-0.8. Following spinning down cells, they were resuspended in 70% ethanol for overnight incubation at 4C. Following day, cells were sonicated once at setting 3 for 5 seconds (Sonic Dismembrator 550, Fisher Scientific). After sequential resuspension in distilled water and 50 mM Tris (pH 8.0), cells were incubated in RNase A (10 mg/ml) at 37C for 3-4 hours. After resuspension in 50 mM Tris (pH 7.5), cells were incubated in Proteinase K (2 mg/ml) at 50C for 1 hour. Then, they were resuspended in FACS buffer (200 mM Tris-HCl (pH 7.5), 200 mM NaCl, 78 mM MgCl<sub>2</sub>). Cells were incubated with 1X Sytox Green before collecting in BD FACSDiva Software and analyzing in Flowjo v10.6.0.

Instrument

BD Biosciences LSRII

Software

BD FACSDiva Software was used for data collection and Flowjo v10.6.0 was used for data analysis.

Cell population abundance

~100,000 cells were initially collected and 70-85% of these were single cells. Since only one marker (Sytox Green) was used, purity criteria does not apply.

Gating strategy

Positive staining for Sytox Green (FITC) for cells were determined by using unstained cells. After gating on SSC-FSC cytoplot, FSC-H vs FSC-A was used to determine only single cells. FITC channel was used to assess the cell cycle.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

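The samples are 12 nascent libraries and 1 bulk library of the *rtt109Δ* strain, each a library of MNase-digested DNA. Nascent DNA was isolated by NChAP after 5 min of EdU and 5 min of thymidine, and the time points are those given in the sample labels, counted from the end of the thymidine incubation. The legend of Fig. 6a gives the same start, while the paper's text and Fig. 6b count from the removal of EdU. Time points were matched by the number given. Labels of the samples name both an rtt109 and a chd1 deletion, and both input and nascent DNA. The paper's description (nascent chromatin, *rtt109Δ*) was used. The signal of *RTT109* and *CHD1* was reported in each library as a check of these labels.

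The authors deposited a table per replicate with the signal of each gene in 20 bp bins from the TSS, for each strand. The deposited signal is coverage relative to the mean of the library, which makes libraries comparable in shape but not in absolute amount. The aligner and the genome build are not stated in the labels or in the paper's methods for these libraries. Gene names were matched to the R64 assembly of the reference for symbols only, and 5699 of the 6326 genes had a locus tag there. No coordinates were taken from it. The bin columns also hold 217828 cells with the letter R and 910 with NaN, 1.60% of the cells inside the genes, whose meaning is not stated, and these were treated as missing. For that reason the columns were recorded under the unit "other", although the numbers are signal.

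Of 106 bins, 26 lie upstream and 80 downstream of the TSS. Rows of 6 further names, 37956 rows in all, belong to no mapped sample and were not used. The depth per library was taken from the step between values and is given as mean reads per bin. It ranged from 2.57 to 78.1 reads per bin, and between 1.45% and 34.0% of bins per strand were listed at 0. Depth limits replicate 1 most at 0 and 4 min. Resampling the genes 500 times gave the 95% intervals of each library's profile measures. They cover the variation between genes, not between cultures.

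Average profiles were taken as the mean over genes with both strands averaged and bins listed at 0 kept. The +1 peak is the highest bin from 0 to 130 bp, and each following peak the highest bin 120 to 210 bp downstream of the last. The peak/trough ratio is the height of a peak over the mean of the troughs on its sides, averaged over nucleosomes +2 to +7. The linker is the mean distance between the peaks from +1 to +4 minus the length of a nucleosome core. Early (2 and 4 min) and late (8 and 15 min) libraries were compared by exact permutation of the 70 arrangements. The libraries at 0, 6 and 25 min were reported and not tested, as 0 and 25 min exist in 1 replicate each.

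Per gene, limma 3.58.1 in R 4.3.3 was used with Benjamini-Hochberg adjustment on log2(value + 0.1), for genes with values above 0 in the gene body in all 8 libraries. Of the genes with values, 591 were listed at 0 from 0 to 1000 bp in at least 1 of the 8 libraries, 527 of them on chromosome 12. Profiles and exact tests used Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1, and figures matplotlib 3.10.9. The gene lists of Supplementary Data 1 and 2 hold 238 early-replicating and 212 late-replicating genes. The 6 genes in both were left out, and 228 and 193 had values. Named genes were to be those the paper or the labels name, but only *RTT109*, *CHD1* and *TRR1* were listed for this in advance, and other genes the paper names, such as those of histones, were not reported by name. Added to these were for each test up to 3 genes per direction with the largest change among those past the threshold and changed the same way in both replicates. 1 more promoter past the threshold was added after its values were seen.

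The profile functions were tested on simulated profiles of 6000 genes, in which the ratio was recovered within 0.00258 and the linker within 0.333 bp in 4 profiles. In 400 simulated comparisons without an effect the exact permutation test gave a p under 0.05 in 2.50% and the sign-flip test in 5.50%. In 5665 simulated genes with 200 changed by 2 on the log2 scale, limma recovered 91.0% of the changed genes and called 7 unchanged genes, and it called 0 genes when none was changed.

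The alternatives were the way genes are averaged, the treatment of missing values, the nucleosomes and troughs used, the pseudocount, the filter on low signal, the scaling between libraries, the grouping of time points, the replicate block and the omission of each replicate and library. All of these were set before the data were examined. Leaving out bins listed at 0, a running mean over 3 bins, each strand alone, the omission of chromosome 12 and interpolated peak positions were added later. The WT libraries and the midlog standard of Fig. 6a belong to other studies and were not used.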

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

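The tests in this part were chosen after the result was seen, except that the bounds for the rise of promoter signal across genes and for Pol2 occupancy were written before those values were computed. In 5 of the 17 groups of libraries that could be examined, 1 library lay far from the others of its group, where chance gives about 1 in 20.

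In 4 of these groups it was the 25 min library of replicate 2, which Fig. 6 does not plot. Its NDR depth was 0.918, against 0.478 to 0.525 in the 5 other libraries of replicate 2. Its +1 peak height was 1.414, its linker 26.3 bp and its distance from the bulk profile 0.197. Low depth is argued against, since 6 nascent libraries were shallower and the highest NDR depth among them was 0.514. An exchange of labels with a library of replicate 1 or the bulk library cannot be judged from NDR depth. Those libraries lay between 0.480 and 0.514, but an exchange would leave 0.918 under the 25 min label. In the 25 min library all 532 genes with values on chromosome 12 were listed at 0. In replicate 1 and bulk chromatin 8 or 9 of them were. That argues against an exchange made after this chromosome was lost, while an earlier exchange stays open. A library from outside these samples under this label was not tested. A few genes with very high promoter signal do not account for it, because the promoter signal over body signal was higher at 25 than at 15 min in 81.5% of 5680 genes, with a median change of 0.70 (log2). From 8 to 15 min the same measure rose in 61.2% of genes, with a median change of 0.14. Transcription of the gene stays open, since the rise had a Spearman rho of 0.235 with the Pol2 occupancy listed in the files across 4965 genes, which are not independent replicates. That value lies between the bounds set for and against it. Digestion by MNase, which the files do not record, was not tested, and with 1 library at 25 min a biological change at that time cannot be separated from a fault of that library.

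The 4 min library of replicate 1 had an NDR depth of 0.485, the lowest of the early libraries, while the other 3 lay between 0.498 and 0.499. Its 95% bootstrap interval over genes was 0.470 to 0.499, so the gap was within its own sampling error at 4.94 reads per bin. That 1 of the 17 groups shows such a gap is close to what chance gives. No biological explanation was tested.

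A change at promoters that the paper does not discuss was found at 4 genes, *AVT6*, *DSE1*, YCL041C and YBR219C, which had more NDR signal late than early. Of the 35 splits of the 8 libraries into groups of 4, 1 gave as many genes with an adjusted p under 0.05, the real one. The split by replicate gave 0 genes, and 282 with an unadjusted p under 0.05 against 453 in the real split. At 6 min, which took no part in that comparison, each of the 4 promoters lay above its highest early value in both replicates. The other time points did not keep this order. At 0 min, at a depth of 2.57 reads per bin, 3 of the 4 promoters were higher than at 2 or 4 min, with YBR219C at 1.08, YCL041C at 0.610 and *AVT6* at 0.512. At 25 min the 4 promoters went both ways, with YBR219C at 0.0305 and YCL041C at 0.322, and *AVT6* at 1.14 and *DSE1* at 1.40. For YCL041C the signal of the gene body had risen to 2.48, and its promoter signal was 0.798. The time of the chase remains the open explanation, as a hypothesis, and technical differences between harvests that both replicates share were not tested.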

How the results depend on the processing

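The difference in peak/trough ratio between early and late libraries kept its direction in all 26 alternatives, from 0.000455 to 0.0140. Its side of the threshold could not change in 4 of them, and neither could that of the NDR depth, the +1 height or the distance from bulk. Without replicate 1, without replicate 2 and with 2 against 15 min, 2 libraries stand against 2 and the smallest possible exact permutation p is 0.333, and with the replicate block it is 0.0556, so for the threshold these 4 say nothing about stability. In the 22 others the ratio difference stayed on the same side. The linker difference, 0 as reported, went both ways over its 25 alternatives, from -1.67 to 1.33 bp, with exact permutation p from 0.0571 to 1. In 13 of these its side of the threshold could not change, since they regroup or leave out libraries and all nascent libraries but 1 had the same linker. In the 12 others, which measure the linker anew, it stayed on the same side, but this says little about stability. Most of them gave a difference of 0, with all early and late libraries at the same 20 bp bins. With the median over genes or peaks +1 to +7, only the 15 min library of replicate 1 differed, so the threshold could not be passed. Only the interpolated positions resolve less than a bin, and they gave -1.67 bp (exact permutation p = 0.0571). The lowest ratio difference, 0.000455, was without the 2 min library of replicate 1, and without the 8 min library of replicate 2 it was 0.00232. The cause was not tested for any change below, except where fewer libraries were used.

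The NDR depth changed its sign under the median over genes (0.0144), genes with a value at every position (0.000731), the forward strand alone (0.000485, chosen after the data were seen), 2 against 15 min (0.0108) and 0 to 4 against 8 to 25 min (0.0802). The exact permutation p of this difference stayed between 0.143 and 1 in all its alternatives. It ranged from -0.0111 to 0.00461 across the 10 fits that each left out 1 replicate or library, and was above 0 in 6 of them. Without the 15 min library of replicate 2 it was -0.0111. The +1 peak height changed its sign with 2 against 15 min (0.00343) and 0 to 4 against 8 to 25 min (0.0317), and ranged from -0.0331 without the 15 min library of replicate 2 to -0.0104 without the 8 min library of replicate 1. The distance from bulk became past the threshold with the median over genes (-0.0186, exact permutation p = 0.0286, range over its alternatives 0.0286 to 1), changed its sign with 0 to 4 against 8 to 25 min (0.0166), and ranged from -0.00815 without the 8 min library of replicate 1 to -0.000691 without the 15 min library of replicate 2.

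The peak/trough ratio of replicate 1, replicate 2 and bulk moved by more than the spread between time points in these cases. Genes with a value at every position gave 1.117, 1.131 and 1.203, and a running mean of 3 bins, added after the data were seen, gave 1.074, 1.084 and 1.128. The median over genes gave 1.163 in replicate 1 and 1.183 in bulk, and each gene divided by its own mean gave 1.098 in replicate 2. With the trough 3' or 5' of the peak only, bulk had 1.179 and 1.142. Both replicate means stayed below bulk under each of these settings. The linker of replicate 1 was 17.4 bp with the median over genes, 20.8 bp with bins listed at 0 left out (added later) and 18.6 bp over peaks +1 to +7, where bulk had 16.3 bp. Interpolated peak positions, added later, gave 19.5, 19.8 and 18.0 bp in replicate 1, replicate 2 and bulk.

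The 4 genes with changed NDR occupancy became 1 with a pseudocount of 1, 2 with a pseudocount of 0.01, 0 (381 at an unadjusted p under 0.05) with 2 against 15 min and 13 with quantile normalization, where 10 were higher and 3 lower late. With genes of at least 0.5 times the median signal there were 4 such genes, 2 higher and 2 lower late. The count went from 0 to 5 genes across the 10 fits that each left out 1 replicate or library. It was 0 without replicate 1 and 0 without replicate 2 (327 and 269 at an unadjusted p under 0.05), with fewer libraries in each fit. It was 1 without the 2 min or the 15 min library of replicate 1 or the 4 min library of replicate 2, and 2 without the 15 min library of replicate 2. Genes with changed nucleosome contrast went from 0 to 2 with quantile normalization. They stayed at 0 (262 to 499 at an unadjusted p under 0.05) across the 10 fits that left out 1 replicate or library.

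The difference of early-replicating from late-replicating genes in peak/trough ratio was 0.0184 with the median over genes. It ranged from -0.0158 to -0.0109 without replicate 2 or replicate 1, and its exact sign-flip p was 0.156 without replicate 1, with 6 libraries left. The difference in nascent signal ranged from -0.27 to -0.088 (log2) without replicate 1 or replicate 2, with the genes of chromosome 12, listed at 0 in replicate 2, counted in both lists. It was smallest, -0.054 (exact sign-flip p = 0.0063), with only the genes of at least the median signal. Without chromosome 12 it was -0.13 over the 12 libraries.

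Deviations of early and late libraries from their group means correlated at 0.0318 on average within a replicate, from -0.67 to 0.71, and at -0.0343 between replicates. Correlations this far apart cannot exclude that libraries of a replicate belong together. At each shared time replicate 2 had the higher +1 height, such as 1.265 against 1.247 at 2 min. It also had the smaller distance from bulk at each, such as 0.0634 against 0.0667 at 2 min. The NDR depth and the peak/trough ratio went both ways. With the replicate block the 5 profile differences kept their values, 0.00594 for the peak/trough ratio, 0 for the linker, -0.00074 for the NDR depth, -0.0213 for the +1 height and -0.00418 for the distance from bulk. The smallest of their p was 0.5, and the block gave 4 genes for NDR occupancy and 0 for the contrast. For the gene lists, flipping signs per replicate block left the differences at -0.0133 and -0.18, with a p of 0.5 that is the smallest 2 replicates allow, so this test says nothing about stability.

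A smoothing of 30 bp set before the data were examined was not run, because the files have bins of 20 bp. Depth limits the 0 min library of replicate 1 most, with 34.0% of bins per strand at 0 and a peak/trough ratio that is 1.073 with those bins kept and 1.044 with them left out.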

Differences from the paper's values

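A value counted as different when it lay beyond the SD between time points and more than 1.5-fold from the paper's. By this bound 2 of 27 values differed, both in the 0 min library of replicate 1. Smaller differences were not counted, and the linker values entered 2 times, so the other values are not shown to match. The paper's peak/trough ratio at 0 min stands about 0.04 above 1 in Fig. 6b, read by eye, while it was 0.0729 above 1 here. None of the 9 alternatives set before the data were examined closed this gap. Leaving out bins listed at 0, chosen after the values were seen, gave 0.0441, and a running mean of 3 bins, also chosen after the values were seen, gave 0.0575, which also falls within the bound set for a difference.

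The paper's lowest signal upstream of the TSS in that library is about 1.3 in Fig. 6a, read by eye, against 0.518 here. None of the 5 alternatives set before the data were examined that apply to it closed the gap. With bins listed at 0 left out, chosen after the values were seen, it was 1.28, and the mean signal from 0 to 1000 bp was 1.56 against about 1.5 in Fig. 6a, read by eye, and 1.09 with those bins kept.

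The paper describes a disrupted promoter pattern that is largely restored by the last plotted time point. In the profiles with all bins kept, the NDR depth was 0.514 at 0 min, 0.499 at 2 min and 0.493 at 15 min in replicate 1, and 0.498 at 2 min and 0.525 at 15 min in replicate 2. The profile as a whole moved more in replicate 1, where the distance from bulk was 0.0974 at 0 min (95% bootstrap interval over genes 0.0924 to 0.104), 0.0667 at 2 min and 0.0520 at 15 min, and the +1 height at 0 min was 1.170, the lowest of the 12 nascent libraries. This rests on 1 library at 0 min. With the median over genes, the distance from bulk fell by 0.0186 from early to late (exact permutation p = 0.0286). No other of the 23 alternatives for this distance had an exact permutation p under 0.05.

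Fig. 6b shows a linker of about 21 bp for nascent *rtt109Δ* chromatin, read by eye, while it was 19.7 bp in every library up to 15 min here. With bins listed at 0 left out, chosen after the values were seen, replicate 1 had 20.8 bp.

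Fig. 6b, read by eye, plots a 0 min point for replicate 2 of *rtt109Δ*, a time for which no library of replicate 2 was used here.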

Other observations

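The closeness of gene signal to bulk chromatin and its test of depth, the splits for the nucleosome contrast, the explanations for chromosome 12 and the omission of chromosome 12 from the gene lists were chosen after the result was seen. The difference in signal between the gene lists was planned before the data were examined. For the remaining tests what each explanation predicts was written before its value was computed, with the profiles already seen.

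The 0 min library of replicate 1 has 2.57 reads per bin, and its profile changes with the treatment of bins listed at 0. With them left out its NDR depth is 0.835 and its peak/trough ratio 1.044, and with them kept these are 0.514 and 1.073. To test whether leaving out empty bins could produce this shape, the bulk library was thinned to the same depth 20 times. The NDR depth of thinned bulk chromatin was 0.851 with empty bins left out and 0.495 with them kept, against 0.493 before thinning. Its peak/trough ratio was 1.088 with empty bins left out and 1.165 with them kept, a loss of 44.7% of its height above 1. This stays short of the majority set in advance, and the 0 min library had the lowest ratio of replicate 1 with all bins kept too, so for the ratio the share of this treatment stays open. For the NDR, leaving out empty bins is a candidate explanation of a shallow NDR at 0 min, since bulk chromatin at this depth shows the same shape. Whether slower nucleosome deposition would make the NDR of such a relative profile deeper or shallower was not tested. The shape therefore does not decide against it. With empty bins kept, the 0 min library had 0.514 against 0.495 in thinned bulk chromatin, which rests on 1 library. The 0 min library also had the largest distance from bulk up to 15 min, 0.0974. Depth is argued against here, since thinned bulk chromatin with empty bins kept lay only 0.00796 from bulk.

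Lower depth is argued against as the source of the lower peak/trough ratio of nascent chromatin. Bulk chromatin thinned to the depth of each of the 10 nascent libraries shallower than it, with empty bins kept, had a ratio of at least 1.157, above the highest nascent ratio of 1.115. The 2 and 6 min libraries of replicate 2 are deeper than the bulk library, which could not be thinned to them. Whether the difference belongs to the deletion cannot be judged from these samples, which hold no WT library.

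In replicate 2 all 532 genes with values on chromosome 12 were listed at 0 in every library. Low depth is argued against, since only 0.608% of the 5758 genes on other chromosomes were listed at 0 in all 6 libraries, and those libraries were deeper than those of replicate 1. The count of 532 of 532 is what the chromosome being left out when the values were made would give. The files cannot say at which step it was lost. Without chromosome 12 the peak/trough difference between early and late libraries was 0.00614 and that of the NDR depth -0.0018, both on the same side of the threshold.

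Across 5665 genes, the signal from 0 to 1000 bp, on the log2(value + 0.1) scale, was closer to bulk chromatin late than early. Its correlation with bulk across genes, which are not independent replicates, was 0.618 ± 0.027 (SD, n = 4) early and 0.719 ± 0.022 (SD, n = 4) late (two-sided exact permutation p = 0.0286, the smallest possible, adjusted p = 0.0429 over 3 comparisons), and higher in 4 of 4 late libraries than in any early library. For the promoter signal it was 0.711 early and 0.766 late (exact permutation p = 0.0857, adjusted p = 0.0857). The 0 min library had 0.487 for the gene body and the 25 min library 0.452, both outside this order. Depth is argued against, since in replicate 2 the rise was 0.0969 although its late libraries had 51.7 and its early libraries 57.4 reads per bin on average. With replication time and distance from the origin regressed out, the rise was 0.0857 (exact permutation p = 0.0286, adjusted p = 0.0429), so these 2 do not account for most of it. Of the 3 comparisons, 1 is the regressed form of the same measure, so the adjusted p leans on 1 result counted 2 times. With labels exchanged only within a replicate, the smallest possible exact permutation p is 0.0556. The pattern was noticed in the same libraries that gave its p. A maturation of nascent chromatin towards the bulk pattern may underlie it, as a hypothesis, and harvests shared between replicates stay open.

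The change of NDR occupancy of each gene from early to late was shared between the replicates, with a correlation of 0.214 across 5665 genes. Under the other pairings of the time points it was 0.0347 and 0.0849. The change in 1 replicate also followed the difference of bulk from early chromatin in the other replicate, at a correlation of 0.217 averaged over both directions, against at most 0.0397 under the other pairings. In replicate 1 the fifth of genes lying furthest below bulk in early chromatin of replicate 2 rose by 0.15 (log2), and the fifth lying furthest above changed by -0.13. In replicate 2 these values were 0.12 and -0.10. With replication time and distance from the origin regressed out, the correlation between the replicates was 0.214, and among 5397 genes with at least 0.5 times the median signal it was 0.209. Genes of low signal stay open as a cause, since that filter kept most of the 5665 genes. Replication time and distance from the origin are argued against as a cause of the shared change. Promoters may therefore return towards the bulk pattern in both directions, which leaves the mean NDR depth unchanged, with 0 min and 25 min left out of this comparison.

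For the nucleosome contrast of single genes, 35 of the 35 splits of the 8 libraries gave as many genes with an adjusted p under 0.05, since the real split gave 0. At an unadjusted p under 0.05, the real split gave 494 genes, the most of the 35 splits, whose median was 246.

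Leading and lagging strands had the same peak/trough ratio, with a mean difference of 2.7e-05 over 12 nascent libraries (two-sided exact sign-flip p = 0.957, adjusted p = 0.957 over 3 comparisons), above 0 in 5 of 12. Bulk chromatin had a difference of -0.00088. A slower maturation on 1 strand was not detectable in these profiles, which may be unable to show it. Whether reads of the 2 strands come from separate nascent strands was not tested, and without that a difference near 0 would follow. The adjusted p was 0.927 for the NDR depth and 0.806 for the +1 height.

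Early-replicating genes had a lower nascent signal than late-replicating genes by -0.18 (log2, mean of 12 libraries, exact sign-flip p = 0.00049, the smallest possible, adjusted p = 0.00098 over 2 comparisons), below 0 in 12 of 12 libraries. All 10000 random pairs of lists lay above it. Bulk chromatin had -0.07. Of the early-replicating genes with values, 35 lie on chromosome 12, and 12 of the late-replicating genes. The loss of that chromosome in replicate 2 is not the whole of it, since without chromosome 12 the difference was -0.13, at percentile 0.18 of random pairs. Among genes of at least the median signal it was -0.054 (exact sign-flip p = 0.0063), a selection that by itself narrows a difference in signal. Later sampling of S phase in these cultures was not tested.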
